# MicroRNA-18a inhibits hypoxia-inducible factor 1α activity and lung metastasis in basal breast cancers

**DOI:** 10.1186/bcr3693

**Published:** 2014-07-28

**Authors:** Raisa Krutilina, Wenlin Sun, Aarti Sethuraman, Martin Brown, Tiffany N Seagroves, Lawrence M Pfeffer, Tatyana Ignatova, Meiyun Fan

## Abstract

**Introduction:**

In breast cancer, distinct expression profiles of microRNAs (miRNAs) have been associated with molecular subgroups and clinicopathological characteristics, implicating a diagnostic and prognostic role of miRNAs. However, the biological functions of deregulated miRNAs in tumor progression are not yet completely defined. In this study, we investigated the function of miR-18a in regulating breast cancer metastasis through the hypoxia-inducible factor 1α (HIF1A)–dependent hypoxic response.

**Methods:**

An orthotopic metastatic breast cancer xenograft model (MDA-MB-231 cells) was used to identify miRNAs associated with spontaneous lung metastasis. The function of miR-18a in regulating HIF1A expression, as well as cellular responses to hypoxia and metastasis, were then studied *in vitro* and *in vivo* by assessing ectopic miR-18a expression or miR-18a inhibition. miRNA–mRNA interactions (AGO2 immunoprecipitation and 3′ untranslated region Luciferase reporter assays), gene expression (quantitative PCR and microarray), cell migration and invasion, and cell growth were assessed under normoxic or hypoxic conditions, complemented by orthotopic xenograft of tumor cells to the mammary fat pad to investigate the effect of modulating miR-18a expression on primary tumor growth and lung metastasis. Last, clinically relevant correlations between miR-18a, HIF1A, hypoxia-responsive gene expression and distant metastasis–free survival (DMFS) were assessed using published expression array breast tumors data sets.

**Results:**

miRNAs encoded by the *MIR17HG* gene were downregulated in lung metastases compared to primary tumors. Ectopic expression of miR-18a, a *MIR17HG* family member, in a metastatic variant of MDA-MB-231 cells reduced primary tumor growth and lung metastasis, whereas miR-18a inhibition in the parental cells promoted tumor growth and lung metastasis. We identified HIF1A as a direct target of miR-18a. Modulating miR-18a expression significantly affected hypoxic gene expression, cell invasiveness and sensitivity to anoikis and hypoxia *in vitro* in a HIF1A-dependent manner. Analysis of previously published data revealed that higher expression of HIF1A and a panel of hypoxic genes is associated with shorter DMFS interval in patients with basal-like breast tumors, and that, within this subtype, miR-18a expression is inversely correlated with hypoxic gene expression. Together, these data support a role of miR-18a in repressing distant metastasis through a HIF1A-dependent pathway.

**Conclusions:**

The results of this study reveal a novel role for miR-18a in targeting HIF1A and repressing metastasis of basal-like breast tumors.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/bcr3693) contains supplementary material, which is available to authorized users.

## Introduction

MicroRNAs (miRNAs) play an important role in coordinating spatial and temporal expression of proteins by regulating mRNA translation and stability [1]. Deregulation of miRNAs has been linked to tumor development and progression, and a growing number of miRNAs have been described as candidate oncogenes or tumor suppressors [2]. In breast cancer, distinct expression profiles of miRNAs have been associated with specific molecular subtypes and clinicopathological characteristics, implicating a diagnostic and prognostic role of miRNAs [3–5]. However, the biological functions of the deregulated miRNAs in tumor progression have not yet been completely defined.

One of the most frequently deregulated miRNA-encoding genes in human cancer is the polycistronic *MIR17HG* gene, which encodes six miRNAs (miR-17, miR-20a, miR-18a, miR-19a, miR-19b and miR-92a) [6]. *MIR17HG* was originally described as an oncomir because of its oncogenic function in the hematological system, thyroid and lung [7]. However, emerging evidence suggests that loss of function of *MIR17HG* might contribute to the development and progression of other types of cancers, implicating a tumor suppressor function. For example, loss of heterozygosity at chromosome 13q31, where the human *MIR17HG* gene is located, was detected in approximately 25% of human breast tumors [8]. In addition, *MIR17HG* overexpression was found to inhibit proliferation of luminal breast cancer cells by targeting a steroid receptor coactivator (*NCOA3*), cyclin D1 (*CCND1*) and estrogen receptor α (*ESR1*) [9–12]. Furthermore, distinct physiological functions have been linked to the different miRNA members encoded by the *MIR17HG* gene [10, 13, 14]. Therefore, to gain a more complete understanding of the physiological impact of *MIR17HG* deregulation in cancer, a detailed investigation of each individual *MIR17HG* family member in multiple types of tumor cells is required.

In this study, we discovered that, compared to parental cells (MB231RN) or a subline derived from the primary tumors (MB231RN-MFP), miRNAs encoded by *MIR17HG* were downregulated in a MDA-MB-231 subline isolated from spontaneous lung metastases (MB231RN-LM) and generated from tumor cells orthotopically implanted in the mammary fat pad. Functional studies of miR-18a, a relatively understudied *MIR17HG* family member, revealed a major role in limiting continuous tumor growth and suppressing tumor metastasis, in part by direct regulation of hypoxia-inducible factor 1α (HIF1A) activity. Analysis of previously published expression data revealed that higher expression of HIF1A and a panel of hypoxic genes is associated with a shorter interval of distant metastasis–free survival (DMFS) only in basal-like breast tumors. Additionally, a significant inverse correlation between miR-18a expression and hypoxic gene expression was discovered in basal-like tumors. These data suggest that downregulation of miR-18a and concomitant upregulation of HIF1A activity may be essential to promoting basal breast cancer metastasis to distant organs, including the lungs.

## Material and methods

### Cell culture and stable transfection

MDA-MB-231, MCF7 and MDA-MB-436 cells (American Type Culture Collection, Manassas, VA, USA) were maintained in minimal essential medium supplemented with 100 U/ml penicillin, 100 μg/ml streptomycin and 10% fetal bovine serum. To facilitate tumor imaging and tumor cell isolation *in vitro*, MDA-MB-231 cells were stably transfected with pEF-mRFP [15] and pReceiver-Lv151 (GeneCopoeia, Rockville, MD, USA). The transfected cells that express red fluorescent protein (RFP) and neomycin-resistant marker were designated MB231RN and were used to derive other sublines used in this study. To establish cells that constitutively express miR-18a, lung metastatic variants of MDA-MB-231 (LM) cells were transduced with pEZX-MR06 (GeneCopoeia), a lentiviral vector that encodes a miR-18a stem loop and green fluorescent protein (GFP), and were sorted to obtain GFP-positive cells (LM-miR-18a). Control cells were transduced with pEZX-MR03 (GeneCopoeia) expressing GFP only (LM-GFP). The miArrest miR-18a inhibitor encoded by a lentiviral vector that coexpresses mCherry (HmiR-AN0255-AM03; GeneCopoeia) was used to establish MDA-MB-231 sublines with low miR-18a activity (MB231-18aIN). Control cells were transduced with pEZX-AM03 (GeneCopoeia) expressing mCherry only (MB231-C). HIF1A knockdown was achieved by transducing MB231-C or MB231-18aIN cells with lentiviruses expressing a short-hairpin RNA (shRNA) to *HIF1A* (pLKO.1-HIF1AshRNA: NM_001530.x-1048s1c1; Open Biosystems/GE Dharmacon, Lafayette, CO, USA).

### Generating cell sublines from spontaneous lung metastases and orthotopic primary tumors

MB231RN cells (5 × 10^5^ cells/10 μl phosphate-buffered saline) were surgically inoculated into the right inguinal mammary glands of 4-week-old female NOD *scid* γ mice (NOD.Cg *Prkdc*^*scid*^*Il2rg*^*tm1Wjl*^/SzJ, hereinafter NSG; The Jackson Laboratory, Bar Harbor, ME, USA). Unless otherwise stated, primary tumors were resected in survival surgery performed 4 weeks postinoculation. The lungs were extracted 5 weeks after primary tumor removal and examined for the presence of metastatic loci that express RFP under a fluorescence microscope (CFI60; Nikon Instruments, Melville, NY, USA). To establish the lung metastatic subline, lungs displaying metastases were minced with blades, digested with 1 mg/ml collagenase type III (Worthington Biochemical, Lakewood, NJ, USA) overnight at 37°C, pelleted (1,500 rpm, 5 minutes), washed four times with Dulbecco’s modified Eagle’s medium (DMEM) and plated in gelatin-coated flasks containing DMEM/F-12 medium (Life Technologies, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum, 30% human foreskin fibroblast conditioned medium, 100 U/ml penicillin, 100 μg/ml streptomycin, 10 mg/ml fungin (InvivoGen, San Diego, CA, USA) and 400 μg/ml neomycin. Cells obtained from three lungs were pooled and designated the MB231RN-LM subline. Primary tumors grown in mammary gland fat pads were digested and subjected to culture to obtain the MB231RN-MFP subline. The same experimental procedures were used to generate MB231RN-CE-LM and MB231RN-CE-MFP sublines derived from mice inoculated with a clonal expansion (CE) of a single colony from MB231RN cells (MB231RN-CE). All animal studies adhered to protocols approved by the Institutional Animal Care and Use Committee of the University of Tennessee Health Science Center.

### Primary tumor growth and lung metastasis

To monitor primary tumor growth, mice were inspected weekly by manual palpation for tumor appearance. Tumor growth was monitored twice weekly using digital calipers. Tumor volume was calculated as follows: Volume = (Width^2^ × Length)/2. To examine lung metastases, primary tumors were either surgically removed 4 weeks after inoculation or left intact as indicated, and the lungs were extracted as described per experiment. Metastatic foci of RFP-expressing cells located on the dorsal surface of the left lung lobe were imaged and counted using a fluorescence microscope at × 10 magnification (CFI60; Nikon Instruments). The presence of tumor cells in the left lobes was further confirmed by hematoxylin and eosin (H&E) staining of formalin-fixed lung sections (10 μm thick). In addition, the right lobes of the lungs were digested to prepare DNA, which was then subjected to quantitative PCR (qPCR) analysis using primers specific for the human Alu sequences (hAlu-qPCR), as described previously [16].

### Quantitation of mRNA and miRNA expression by qPCR

Total RNA was prepared using TRIzol reagent (Life Technologies). mRNAs and miRNAs were converted to cDNA using iScript cDNA synthesis kits (Bio-Rad Laboratories, Hercules, CA, USA) and the NCode™ miRNA First-Strand cDNA Synthesis Kit (Life Technologies), respectively. qPCR was performed on the CFX96™ Touch Real-Time PCR Detection System using SYBR Green Supermix (Bio-Rad Laboratories). mRNA and miRNA expression data were normalized to β-actin (*ACTB*) or a small nuclear ribonucleic acid (U6), respectively, using the 2^−ΔΔCt^ method. Primer sequences for mRNAs were obtained from PrimerBank [17], and for miRNAs they were designed according to the manufacturer’s instructions included with the NCode™ miRNA First-Strand cDNA Synthesis Kit. The expression levels of unprocessed transcript of *MIR17HG* (*pri-MIR17HG*) were examined using the TaqMan Pri-miRNA assay (Life Technologies) as described previously [16].

### HIF1α 3′-UTR luciferase reporter assay

Luciferase reporter containing the 3′ untranslated region (3′-UTR) of *HIF1A* mRNA (HIF1A-3′-UTR-Luc, S809216; SwitchGear Genomics, Carlsbad, CA, USA) and pSV-β-galactosidase (Promega, Madison, WI, USA), along with pEZX-MR06 (expressing miR-18a and GFP) or control vector pEZX-MR03 (expressing GFP only), were transfected to MDA-MB-231/DROSHA-shRNA cells [16] using Lipofectamine 2000 reagent (Life Technologies) according to the manufacturer’s instructions. The luciferase and β-galactosidase activities were determined at 48 hours posttransfection using the Luciferase and Β-Glo Assay Systems (Promega), respectively. Reported luciferase activities were normalized to β-galactosidase activities. The Phusion Site-Directed Mutagenesis Kit (Thermo Scientific, Asheville, NC, USA) and the following 5′-phosphorylated primers were used to generate HIF1A-3′-UTR-Luc reporters with mutated or deleted miR-18a binding sites: mutagenic primer, forward 5′-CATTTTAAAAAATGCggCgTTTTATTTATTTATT-3′ and reverse 5′-ATG CTACTGCAATGCAATGGTTTAAATAC-3′; deletion primer forward 5′-TTTATTTATTTTTGGCTAGGGAGTTTATCC-3′ and reverse 5′-TTTTTAAAATGATGCTACTGCAATGC-3′.

### AGO2 immunoprecipitation, immunoblotting and enzyme-linked immunosorbent assay

Argonaute 2 (AGO2) immunoprecipitation was performed as described previously [16]. For immunoblotting, whole-cell lysates were prepared with radioimmunoprecipitation assay buffer (Thermo Scientific), and nuclear extract was prepared as described previously [18]. Cell lysates were resolved in SDS-PAGE, transferred to polyvinylidene fluoride membrane and immunoblotted with the following antibodies: anti-HIF1A (Epitomics, Burlingame, CA, USA), anti-TATA-binding protein (anti-TBP; Santa Cruz Biotechnology, Santa Cruz, CA, USA), anti-PFKFB3 (6-phosphofructo-2-kinase/fructose-2,6-biphosphatase-3; Cell Signaling Technology, Danvers, MA, USA), anti-BHLHE40 (basic helix-loop-helix family, member e40; Abnova, Taipei, Taiwan) and anti-GAPDH (glyceraldehyde-3-phosphate dehydrogenase; EMD Millipore, Billerica, MA, USA). A cell-based enzyme-linked immunosorbent assay (ELISA) (KCB1935; R&D Systems, Minneapolis, MN, USA) that measures total HIF1A protein in the context of whole cells was used to quantify HIF1A protein levels.

### Migration and invasion assays

Cells (2 × 10^4^ cells/0.5 ml/well) were plated onto control membrane inserts with 8-μm pores or onto Matrigel-coated membrane inserts (BD Biosciences, San Diego, CA, USA) that were placed in 24-well chambers filled with 0.6 ml of growth medium. Twenty-four hours after plating, cells that remained on the upper surface of the membrane were removed using cotton-tipped swabs, and cells that had migrated to or invaded the lower surface of the membrane were fixed with methanol, stained with 0.5% crystal violet and counted under the microscope. The migration percentage was calculated as follows: Migration (%) = (Mean number of cells invading through uncoated insert × 100)/Mean number of cells seeded onto the regulator culture surface. The invasion percentage was calculated as follows: Invasion (%) = (Mean number of cells invading through Matrigel insert membrane × 100)/Mean number of cells migrating through control insert membrane.

### Cell growth and viability assays

To examine cell growth, cells were plated at a density of 3 × 10^4^ cells/2 ml/well (six-well dish) and counted daily. To culture cells under lactic acidosis and hypoxic conditions, cells were seeded into medium with 25 mM lactic acid (pH 6.7) and incubated in a Galaxy 14S multigas incubator supplemented with 2% O_2_ and 5% CO_2_. To induce anoikis, cells (5 × 10^4^/well) were seeded into six-well dishes coated with polyhydroxyethylmethacrylate (Sigma-Aldrich, St Louis, MO, USA) to prevent cell attachment. Viable cells were counted using a trypan blue exclusion assay.

### Microarray analysis

To induce chemical hypoxia, cells were treated with 200 μM cobalt(II) chloride (CoCl_2_) for 4 hours. Total RNA from two sets of independent experiments was prepared using the RNeasy Mini Kit (QIAGEN, Valencia, CA, USA) and submitted to the Center of Genomics and Bioinformatics at the University of Tennessee Health Science Center (Memphis, TN, USA) for labeling and hybridization to HT-12 expression BeadChips (Illumina, Chicago, IL, USA). Hybridization signals were processed using Illumina Genome Studio software for annotation, background subtraction, quantile normalization and presence call filtering. The normalized hybridization signals with intensity <40 were set to the flooring value of 40. GeneSpring GX software (Agilent Technologies, Santa Clara, CA, USA) was used for statistical computing. The cutoff parameters for differentially expressed genes were false discovery rate (FDR) = 0.1 and fold change (FC) ≥ 1.5. The differentially expressed genes were further subjected to functional annotation and signaling pathway mapping using QIAGEN’S Ingenuity Pathway Analysis (IPA) (Redwood City, CA, USA). The expression array data have been deposited in the Gene Expression Omnibus (GEO) database [GEO:GSE45362].

### Statistical analysis of correlation between miR-18a and HIF1α expression in breast tumors

The expression data of breast tumor samples were retrieved from the GEO database [GEO:GSE19783, GEO:GSE22220, GEO:GSE28884] or the Cancer Genome Atlas (TCGA). Tumor samples were assigned to five subtypes (luminal A, luminal B, Her2-enriched, basal-like and normal-like) using the PAM50 classifier [19]. The correlation between miR-18a and HIF1A expression was analyzed using GraphPad Prism 5 software (GraphPad Software, La Jolla, CA, USA). The association of HIF1A and hypoxia-responsive genes with distant metastasis was analyzed with the GOBO program (Gene expression-based Outcome for Breast cancer Online) [20].

## Results

### Generation of MDA-MB-231 subline with high metastatic potential

To identify miRNAs involved in breast cancer metastasis, we generated a lung metastatic subline by using an orthotropic metastatic mouse model of basal-like breast cancer MDA-MB-231 cells. MDA-MB-231 cells that express RFP and the neomycin-resistant marker (MB231RN) were surgically inoculated into the right inguinal mammary gland fat pad of 4-week-old female NSG mice, followed by primary tumor resection 4 weeks later, and lung tissue was extracted at 9 weeks after cell inoculation as shown in Figure 1A. The primary tumor and lung tissues were digested and subjected to *in vitro* culture to obtain the sublines MB231RN-MFP and MB231RN-LM, representing tumor cells grown at the orthotopic site of the mammary fat pad (MFP) or that spontaneously metastasized to lung (LM), respectively. To compare the metastatic potential of the sublines, cells (2.5 × 10^5^/injection) were inoculated into the right inguinal mammary gland fat pad of 4-week-old female NSG mice, and the presence of spontaneous metastatic foci in the lungs was examined by histological analysis at 7 weeks posttransplant. Small lung metastases (micrometastases) were observed in mice inoculated with MB231RN-MFP cells (Figure 1B, top panel). In contrast, large areas of lung parenchyma were occupied by tumor cells (macrometaststases) in all mice (*n* = 5) that received MB231RN-LM cells (Figure 1B, middle panel). These results validate the enhanced lung metastatic potential of the MB231RN-LM subline relative to MB231RN parental cells or MB231RN-MFP cells.

**Figure 1:**
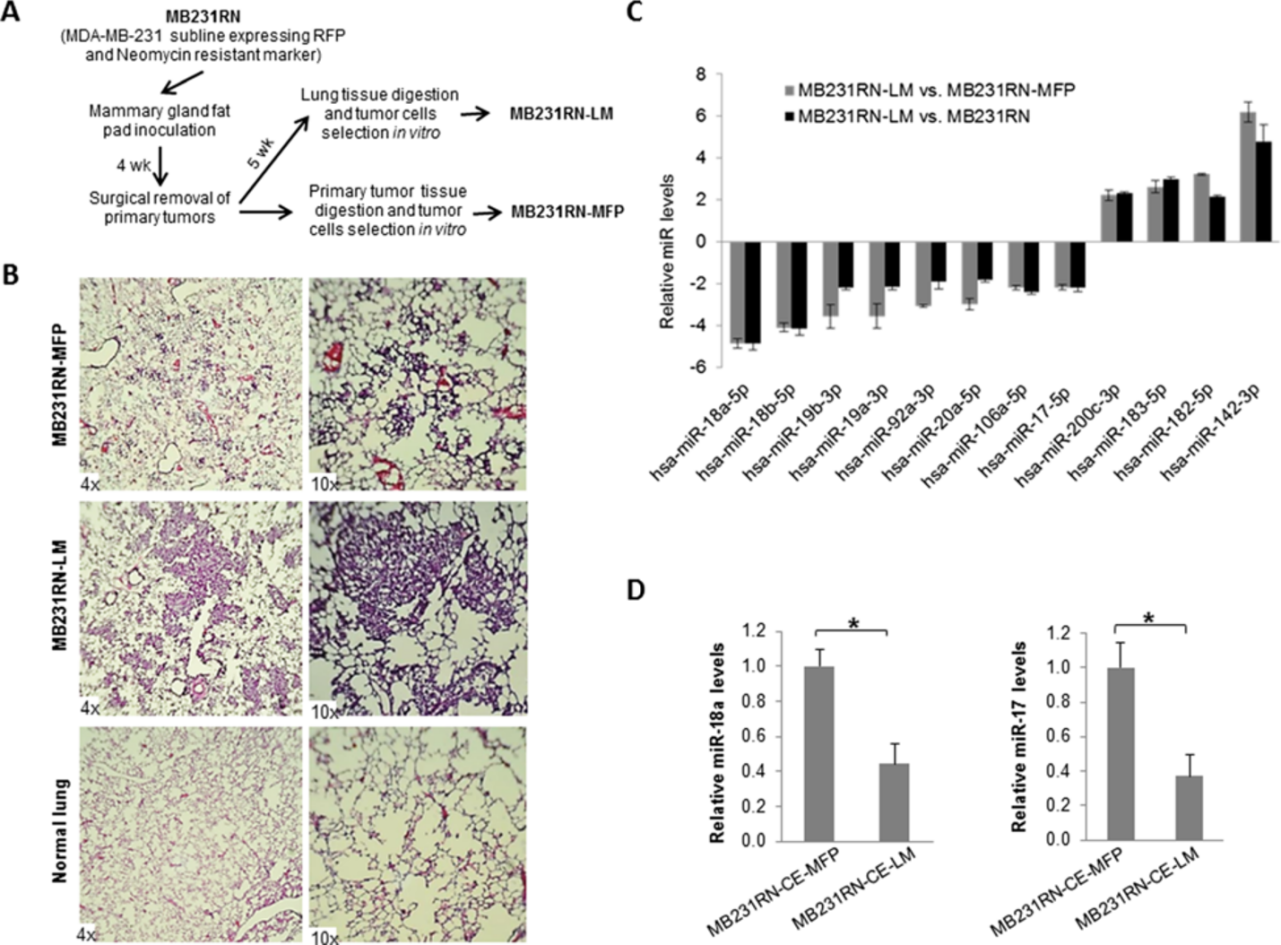
**Identification of microRNAs associated with lung metastasis. (A)** Flowchart outlining procedures used to establish sublines from MB231RN, a MDA-MB-231 variant expressing red fluorescent protein (RFP) and a neomycin resistance marker. The MB231RN-LM subline was isolated from spontaneous lung metastases, whereas the MB231RN-MFP subline was isolated from primary tumors grown in mammary fat pads (MFPs). **(B)** Representative hematoxylin and eosin–stained lung sections from mice killed 7 weeks after tumor cell inoculation (2.5 × 10^5^ cells/injection/mouse, 5 mice/group) are shown. **(C)** Fold changes of microRNAs (miRNAs) differentially expressed in MB231RN-LM cells compared to MB231RN-MFP cells (gray bars) and parental MB231RN cells (black bars). The results are presented as mean ± SD (*n* = 3). **(D)** Expression of miR-18a and miR-17 in sublines MB231RN-CE-MFP and MB231RN-CE-LM, which were generated from primary tumors (CE-MFP) or lung metastases (CE-LM) harvested from mice inoculated with cells expanded from a single colony of the MB231RN line. Relative expression levels of miRNAs are presented as mean ± SD (*n* = 3). *P < 0.05 by Student’s *t*-test. *n*, the number of experimental repeats.

### Downregulation of microRNAs in MB231RN-LM cells

To identify miRNAs involved in metastasis, TaqMan-based miRNA array analysis was performed using MB231RN, MB231RN-LM and MB231RN-MFP cells. Among the 377 human miRNAs examined, 10 were found to be significantly deregulated in lung metastatic MB231RN-LM cells in comparison to MB231RN or MB231RN-MFP cells (six downregulated and four upregulated). The differential expression of these miRNAs was independently confirmed by qPCR (Figure 1C). Notably, all of the downregulated miRNAs in the MB231RN-LM cells are encoded by *MIR17HG*. Examination of unprocessed transcripts showed that the expressed level of *pri-MIR17HG* was significantly reduced in MB231RN-LM cells compared to MB231RN-MFP cells (the number of experimental repeats = 3, FC = 1.54, *P* < 0.05). This result suggests that deregulation of miRNAs encoded by *MIR17HG* in metastatic cells is due to reduced gene transcription rather than to impaired miRNA processing.

To rule out the possibility that the downregulation of *MIR17HG* in lung metastatic cells resulted from selection of a clonal variant present in the pooled MB231RN population that may intrinsically express low levels of *MIR17HG*, we repeated the same *in vivo* experiment using a subline derived from a single MB231RN colony (MB231RN-CE). Tumor cells isolated from spontaneous lung metastases (MB231RN-CE-LM) and orthotopic primary tumors (MB231RN-CE-MFP) using this clonally expanded line were subjected to miRNA expression analysis. The expression of miR-18a, along with miR-17, was significantly decreased in cells derived from lung metastases relative to those derived from primary tumors (Figure 1D). This result confirmed that *MIR17HG* downregulation is an acquired trait associated with spontaneous lung metastasis rather than clonal selection.

### miR-18a suppresses tumor growth and lung metastasis *in vivo*

Compared to other *MIR17HG* family members, miR-18a is understudied and its function in tumor cells is largely undefined. The maturation of miR-18a, but not other *MIR17HG* family members, has been reported to be specifically regulated by heterogeneous nuclear riboprotein A1 (HNRNPA1), implicating tight control of miR-18a abundance in human cells [21]. Therefore, we speculated that miR-18a deregulation might directly impact cell metastatic potential. To examine whether miR-18a regulates primary tumor growth and metastasis, we used a lentiviral construct that encodes a miR-18a stem loop and GFP to ectopically express miR-18a in MB231RN-LM cells (LM-miR-18a). An approximately twofold increase of miR-18a expression was detected by qPCR in the transduced cells, in comparison to cells that were transduced with a control vector expressing GFP only (LM-GFP) (Figure 2A). Because translation inhibition mediated by miRNAs is usually coupled with target mRNA degradation [22], we performed qPCR to examine the mRNA levels of a panel of predicted miR-18a targets to confirm that the ectopically expressed miR-18a functions properly in the transfected cells. Five predicted targets of miR-18a were identified according to TargetScan [23], including connective tissue growth factor (*CTGF*), tumor necrosis factor α–induced protein 3 (*TNFAIP3*), high-mobility group 20B (*HMG20B*), inositol polyphosphate phosphatase-like 1 (*INPPL1*) and *HIF1A*. As shown in Figure 2B, the expression levels of these five mRNAs that harbor conserved binding sites with an exact match to positions 2 through 8 of miRNA-18a in 3′-UTR were significantly decreased (the number of experimental repeats = 3; *P* < 0.05) in response to ectopic miR-18a expression. We next examined the interaction of miR-18a targets with RNA-induced silencing complex (RISC) by using AGO2 immunoprecipitation followed by qPCR analysis. As shown in Figure 2C, ectopic miR-18a expression significantly increased the amount of the target mRNAs in AGO2 immunocomplexes. In contrast, AGO2 binding of B-cell translocation gene 2 (*BTG2*) and eukaryotic translation initiation factor 4E binding protein 2 (*EIF4EBP2*), which are validated targets of miR-21 [16], was not affected by ectopic expression of miR-18a. Notably, ectopic miR-18a expression slightly increased the cell growth rate *in vitro* (Figure 2D), which is in agreement with a previous report showing that miR-18a overexpression enhances proliferation of K562 and hepatoma cells [24, 25].

**Figure 2:**
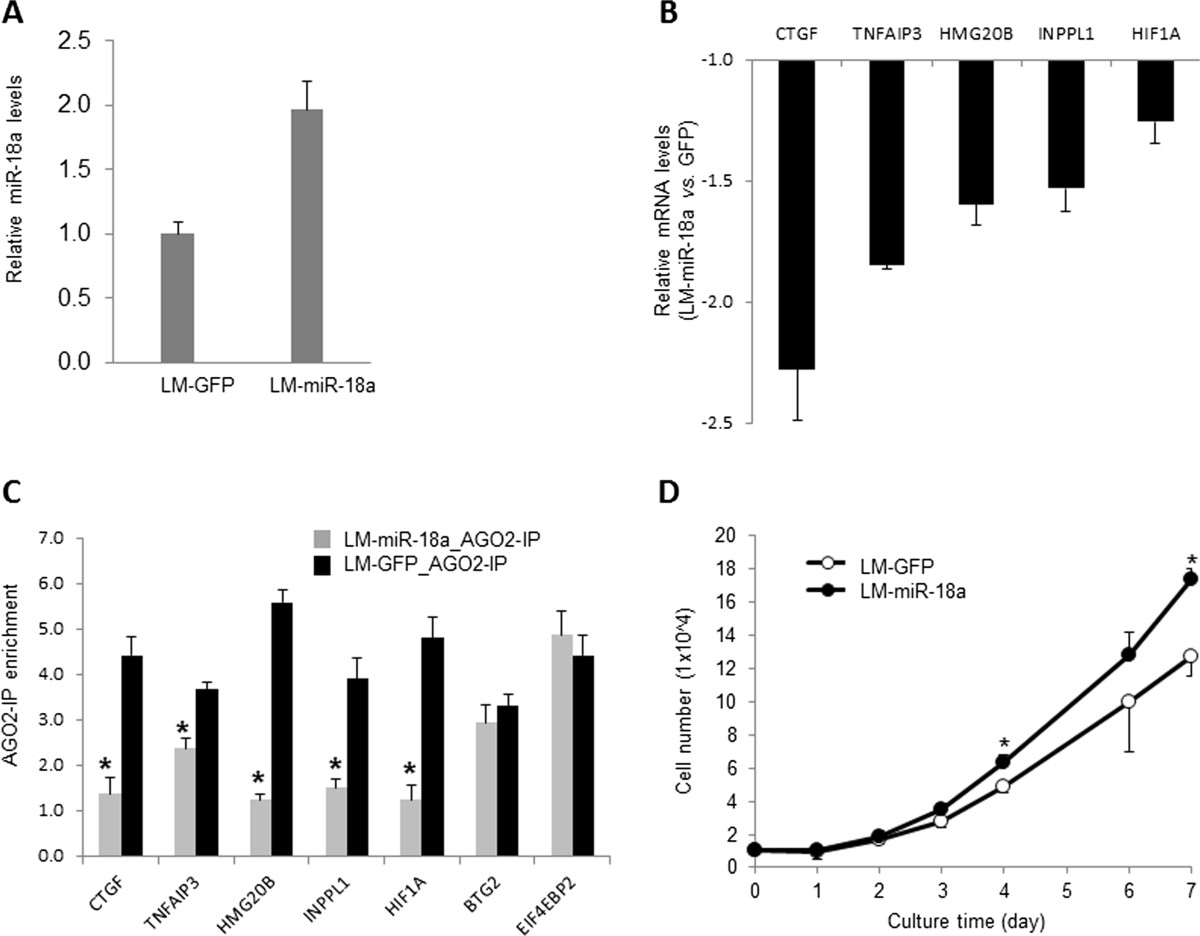
**Effects of ectopic microRNA-18a expression on gene expression and cell growth in MB231RN-LM cells. (A)** Expression levels of microRNA-18a (miR-18a) in cells transduced with lentiviral vector expressing miR-18a green fluorescent protein (GFP) (LM-miR-18a) and or control cells transduced with lentiviral vector expressing GFP only (LM-GFP). **(B)** Effect of miR-18a on expression levels of predicted target mRNAs. mRNA levels were examined by quantitative PCR (qPCR) and normalized to *ACTB*. The expression levels of all the presented genes were significantly reduced by miR-18a expression (*n* = 3, *P* < 0.05 by Student’s *t*-test). **(C)** Effect of miR-18a on RNA-induced silencing complex (RISC) binding of predicted target mRNAs. RISC binding was examined by AGO2 immunoprecipitation (AGO2-IP) followed by RNA purification and qPCR, presented as fold change enrichment (AGO2-IP vs control immunoglobulin G immunoprecipitation). *P < 0.05 by Student’s *t*-test (fold enrichment of AGO2-IP in LM-miR-18a cells vs in control cells). **(D)** Growth curves of LM-miR-18a and LM-GFP cells. All results are presented as mean ± SD (*n* = 3). *P < 0.05 by Kruskal-Wallis analysis of variance followed by Dunn’s multiple-comparisons test).

We next examined the effect of ectopic miR-18a expression on primary tumor growth *in vivo*. LM-miR-18a and LM-GFP cells (2.5 × 10^5^) were inoculated into the fourth inguinal mammary gland fat pads of 4-week-old NSG mice. All females developed palpable tumors within 2 weeks. Both the LM-miR-18a and LM-GFP tumors exhibited similar growth rates until grown to a volume of approximately 500 mm^3^ (Figure 3A and 3B). At this point of tumor progression (day 35 posttransplant), we observed slower growth of the tumors derived from LM-miR-18a cells. The differences in tumor growth were confirmed by comparing end-stage tumor wet weight (6 weeks after inoculation; Figure 3B). Sustained expression of miR-18a in end-stage LM-miR-18a tumors was confirmed by qPCR (Figure 3C). These results suggest that ectopic miR-18a expression does not impact tumor initiation, but instead limits continuous expansion of the tumor mass.

**Figure 3:**
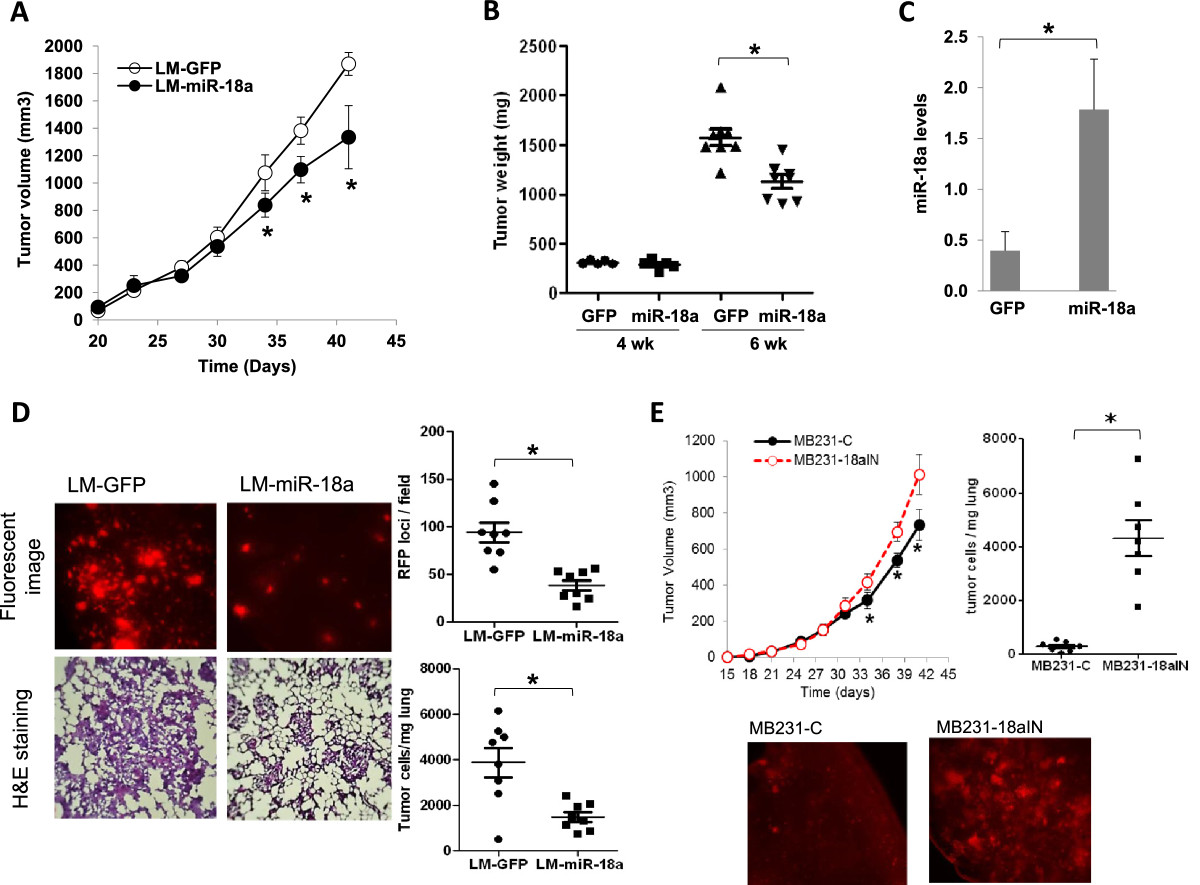
**Effects of ectopic microRNA-18a expression on primary tumor growth and spontaneous lung metastasis. (A)** Growth curves of primary tumors generated from lung metastatic and green fluorescent protein microRNA-18a cells (LM-miR-18a and LM-GFP, respectively). The results are presented as mean ± SE (*n* = 10). *P < 0.05 by Kruskal-Wallis analysis of variance followed by Dunn’s multiple-comparisons test. **(B)** Wet weights of primary tumors that were surgically removed at either 4 weeks or 6 weeks postinoculation. *P < 0.05 by Kruskal-Wallis analysis of variance followed by Dunn’s multiple-comparisons test. **(C)** Expression levels of miR-18a in end-stage primary tumors. Total RNA was prepared from primary tumor tissues harvested 6 weeks after inoculation and subjected to quantitative PCR (qPCR) analysis for miRNA expression. The results are presented as mean ± SD (*n* = 3). *P < 0.05 by Student’s *t*-test. **(D)** Spontaneous lung metastasis from orthotopic sites. Metastatic foci of red fluorescent protein (RFP)–expressing cells on the dorsal surface of the left lung lobe were imaged and counted using a fluorescence microscope at × 10 magnification. *P < 0.05 by Mann-Whitney *U* test (*n* = 8). The presence of tumor cells in the lungs was visualized by hematoxylin and eosin (H&E) staining of formalin-fixed lung sections (10 μM) and quantified by qPCR using the human-specific primers of Alu repeats (hAlu-qPCR). *P < 0.05 by Mann-Whitney *U* test (*n* = 8). **(E)** Growth curves of primary tumors and images of lung metastasis generated from MDA-MB-231 sublines with low miR-18a activity (MB231-18aIN) and control cells expressing mCherry only (MB231-C). Tumor volumes are presented as mean ± SE (*n* = 14). Metastatic foci of mCherry-expressing cells on the dorsal surface of the left lung lobe were imaged using a fluorescence microscope at × 10 magnification. The presence of tumor cells in the lungs was quantified by hAlu-qPCR. *P < 0.05 by Mann-Whitney *U* test (*n* = 7). *n*, the number of experimental repeats.

To examine the effect of ectopic miR-18a expression on spontaneous lung metastasis, primary tumors were surgically removed at 4 weeks after inoculation, when the tumor sizes were equivalent (LM-GFP: 235 ± 75 mm^3^ vs LM-miR-18a: 231 ± 84 mm^3^). Lung metastases were evaluated 5 weeks after primary tumor resection via gross examination of the dorsal surface of the left lung lobes under a fluorescence microscope, followed by examination of H&E-stained tissue sections. The number of lung metastatic foci in mice inoculated with LM-miR-18a cells was significantly reduced compared to that of mice inoculated with LM-GFP cells (Figure 3D). Likewise, the number of tumor cells detected by qPCR using primers specific for the human Alu sequence in the lungs of mice inoculated with LM-miR-18a was reduced by about 60% compared to lungs of mice inoculated with LM-GFP (3,877 ± 641.6 cells/mg vs 1,496.0 ± 208.8 cells/mg lung tissue, respectively (*n* = 8) (Figure 3D). When inspecting tissue sections (10 μm thick) from mice inoculated with LM-miR-18a cells, we observed similar intensities of GFP (coexpressed with miR-18a) in lung metastatic cells and primary tumor cells, suggesting that the ectopically overexpressed miR-18a was retained in lung metastases. Taken together, these results demonstrate that ectopic miR-18a expression reduced spontaneous lung metastasis from the MFPs.

We next examined the effect of inhibiting miR-18a expression on spontaneous lung metastasis in MDA-MB-231 cells. A lentiviral vector expressing miArrest inhibitor of miR-18a and mCherry (HmiR-AN0255-AM03) was used to establish the subline MB231-18aIN. In contrast to ectopic miR-18a expression, which reduced late-stage tumor growth and lung metastasis, miR-18a inhibition enhanced late-stage tumor growth and substantially increased spontaneous lung metastasis (Figure 3E). Specifically, miR-18a inhibition increased final tumor wet weight by about 20% (MB231-18aIN: 1,012 ± 278 mg (*n* = 14) vs MB231-C: 852 ± 230 mg (*n* = 14), *P* = 0.0743 by unpaired *t*-test with Welch’s correction, 6 weeks posttransplant) and increased cell numbers in lung tissues more than 10-flold as measured by hAlu-qPCR (MB231-18aIN: 4,274 ± 1,978 cells/mg lung tissue (*n* = 7) vs MB231-C: 294 ± 183 cells/mg lung tissue (*n* = 7); *P* < 0.001 by unpaired *t*-test with Welch’s correction).

### miR-18a regulates HIF1α activity and cell response to hypoxia

HIF1A activation by hypoxia has been identified as a key event for continuous expansion of tumor mass and metastasis by stimulating angiogenesis and activating the expression of metastatic signature genes in various types of tumor cells [18, 26–28]. We identified an evolutionarily conserved miR-18a target site located in the 3′-UTR of *HIF1A* mRNA, consistent with observations that ectopic miR-18a expression significantly increased *HIF1A* mRNA interaction with RISC (Figure 2B). Therefore, we hypothesized that miR-18a might affect tumor growth and metastasis by targeting HIF1A.

First, we examined whether miR-18a targets *HIF1A* mRNA through the conserved binding site located in the 3′-UTR using a MDA-MB-231/DROSHA-shRNA subline that is defective in miRNA synthesis [16] and a HIF1A-3′-UTR-Luc reporter. As shown in Figure 4A (left panel), HIF1A-3′-UTR-Luc activity in cells cotransfected with pEZX-MR06 (expressing miR-18a and GFP) was significantly decreased in comparison to cells cotransfected with a control vector (expressing GFP only). Point mutations or deletion of the miR-18a target site (GCACCUU, positions 409 to 415 of the HIF1A 3′-UTR) abolished the inhibitory effect of miR-18a on reporter luciferase expression.

**Figure 4:**
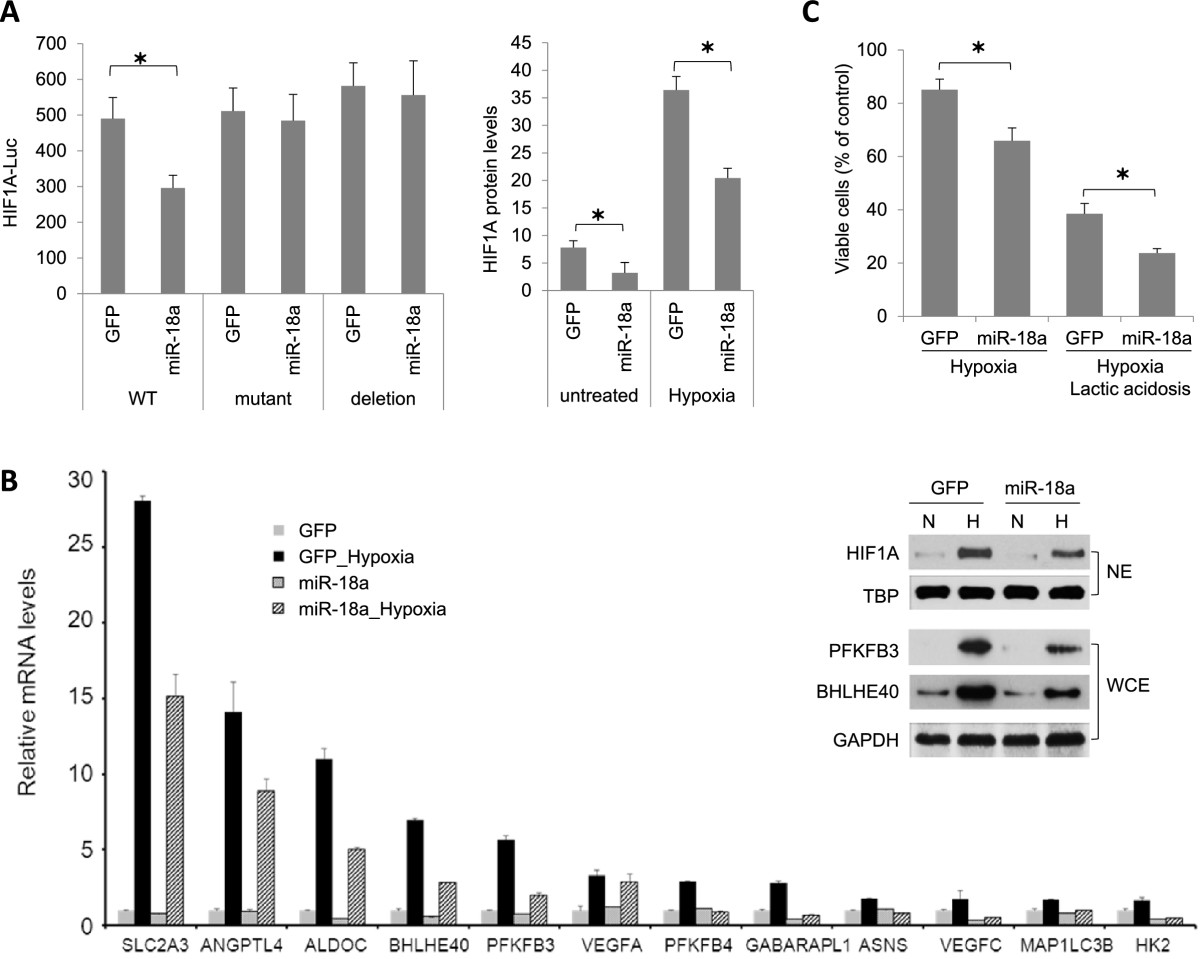
**Effects of microRNA-18a on hypoxia-inducible factor 1α expression and hypoxic response. (A)** MicroRNA-18a (miR-18a) directly targeted the 3′ untranslated region (3′-UTR) of hypoxia-inducible factor 1α (*HIF1A*) mRNA and ectopic miR-18a expression decreased HIF1A protein levels in MB231RN-LM cells cultured at either normoxia or hypoxia (2% O_2_ for 16 hours). HIF1A-3′-UTR-Luciferase reporter activities were measured in MDA-MB-231/DROSHA-shRNA cells cotransfected with either pEZX-MR06 (expressing miR-18a) or control vector pEZX-GFP. GFP, Green fluorescent protein; shRNA, Short-hairpin RNA. Luciferase activities were normalized to internal control pSV-β-galactosidase and are presented as mean ± SD. *P < 0.05 by Student’s *t*-test (*n* = 4). WT, mutant and deletion represent wild type, miR-18a binding site mutation and miR-18a binding site deletion of HIF1A-3′-UTR-Luciferase reporter, respectively. HIF1A protein levels in MB231RN-LM cells transduced with miR-18a or GFP were measured by a cell-based enzyme-linked immunosorbent assay, normalized to cytochrome c and presented as mean ± SD (*n* = 4). *P < 0.05 by Student’s *t*-test. **(B)** miR-18a attenuated the induction of HIF1A target genes by hypoxia in MB231RN-LM cells. Cells were exposed to hypoxia (2% O_2_ for 16 hours). mRNA levels were measured by quantitative PCR and normalized to *ACTB*, and data are presented as mean ± SD (*n* = 3). The inset shows the expression levels of indicated proteins in nuclear extracts (NEs) or whole-cell lysates (WCEs) detected by immunoblotting. TATA-binding protein (TBP) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) were used as loading controls for NEs and WCEs, respectively. **(C)** Ectopic miR-18a expression in MB231RN-LM cells reduced viable cell numbers after cells were exposure to hypoxia (2% O_2_) and lactic acidosis (25 mM lactic acid, pH 6.7) for 48 hours. *P < 0.05 by Student’s *t*-test. *n*, the number of experimental repeats.

We next compared HIF1A protein expression in cells cultured under normoxia or hypoxia (2% O_2_ for 16 hours) using a cell-based ELISA that measures total HIF1A protein levels in the context of whole cells (Figure 4B). HIF1A protein levels in LM-GFP cells were increased about sixfold in response to hypoxia. LM-miR-18a cells expressed lower levels of HIF1A protein than LM-GFP cells at either normoxia or hypoxia. In agreement with the reduced HIF1A expression, reduced hypoxia induction of a panel of known hypoxia responsive genes was reduced in LM-miR-18a cells, including *PFKBP3* and *BHLHE40*, which were also confirmed at the protein level by Western blotting (Figure 4B).

To examine the consequence of HIF1A reduction by miR-18a on cell growth under hypoxia, alone or in combination with acidosis, environments that are frequently encountered by cells within solid tumors, we measured viable cell numbers after growing cells under hypoxia (2% O_2_) with or without exposure to a high concentration of lactic acid (25 mM) for 48 hours. Ectopic miR-18a expression significantly decreased viable cell numbers when cells were exposed to hypoxia alone or to hypoxia in combination with lactic acidosis (Figure 4C).

To obtain a more global and unbiased characterization of the effect of miR-18a on HIF1A activity, we compared gene expression profiles of LM-GFP and LM-miR-18a cells treated with CoCl_2_, a hypoxia mimetic that rapidly stabilizes HIF1A protein by inhibiting its prolyl hydroxylation [29, 30]. 

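The LM-GFP and LM-miR-18a cells profiled here are MB231RN-LM cells, a lung-metastatic derivative of the basal-like breast cancer line MDA-MB-231, transduced with a control vector for green fluorescent protein or with a vector that also carries miR-18a. Each line was left untreated or exposed to 200 μM CoCl2 for 4 hours, and RNA of 2 independent experiments gave 2 arrays in each of 4 groups, 8 in all, on 1 BeadChip of 47317 probes. The authors subtracted background, quantile-normalized the signals and filtered on presence calls in GenomeStudio, and set values under 40 to 40. From the non-normalized signals these steps were repeated here: the mean of each array's negative controls, inferred from the detection p-values, was subtracted, the arrays were quantile-normalized, and values under 40 were set to 40. The log2 values obtained this way had a correlation of 0.999926 across probes with the authors' processed values. Probes with a detection p under 0.05 on both arrays of at least 1 group were kept, with 1 probe per gene, the one with the highest mean over all arrays, which left 11539 named genes. Of the probes, 30111 were paired with 1 gene, 8 with several genes, and 17198 were unnamed here.

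The arrays differed in brightness before normalization. The mean signal was 501.7 for the first and 1281.8 for the second array of untreated LM-GFP cells, and 608.3 and 1327 for those of CoCl2-treated LM-GFP cells. In LM-miR-18a cells it was 1262 and 1448.8 without CoCl2 and 1325.8 and 1487.3 with CoCl2. Negative controls averaged 137 to 157.6 on all 8 arrays, so the 2 LM-GFP arrays of replicate 1 had less signal over background. On these 2 arrays 17213 and 17704 probes were detected and 11.47% and 8.94% of the tested values lay at the floor of 40, against 20316 to 21735 probes and 3.86% to 4.91% of values on the others. The log2 difference between the replicates had an SD over genes of 0.629 in untreated and 0.532 in CoCl2-treated LM-GFP cells, and of 0.344 and 0.376 in LM-miR-18a cells. Differences were tested with limma over all 8 arrays, which share 1 estimate of the spread per gene. As in the methods, a gene was called at a false discovery rate of 0.1 and a fold change of at least 1.5. The number of arrays limits the precision.

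**Figure D1:**
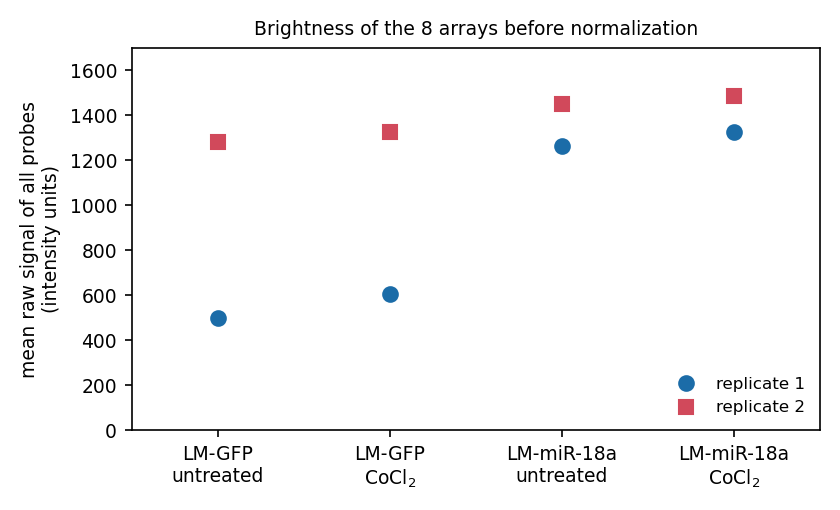
Mean raw signal of all probes, in intensity units, on each of the 8 arrays before normalization, by group, with circles for replicate 1 and squares for replicate 2. The 2 LM-GFP arrays of replicate 1 lie at 501.7 and 608.3 and the 6 other arrays between 1262 and 1487.3.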

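In LM-GFP cells, genes of glycolysis and of cytokine signaling were among those with higher signals after CoCl2. HK2, the hexokinase at the entry of glycolysis, had a normalized signal of 2430 ± 99.9 (SD, n = 2 arrays) in untreated cells and 7200 ± 821 (SD, n = 2) after CoCl2, a log2 fold change of 1.56 (standard error 0.17, adjusted p = 0.32 from limma over all genes). PFKFB3, which makes an activator of phosphofructokinase, had signals of 4380 ± 83.3 and 11000 ± 94.2 (SD, n = 2 each), a log2 fold change of 1.33 (standard error 0.17, adjusted p = 0.45). Of 20 measured genes on a list of NF-κB targets and cytokines, 3 rose and none fell when adjusted over the list alone: PTGS2, the inducible cyclooxygenase (log2 fold change 1.79, standard error 0.26), the cytokine IL6 (1.59, standard error 0.36) and the chemokine CCL20 (2.12, standard error 0.63). The nuclear receptor NR4A2, 1 of 19 measured immediate early genes and the only one of them to pass when adjusted over that list alone, had signals of 63.8 ± 33.7 (SD, n = 2) and 429 ± 152 (SD, n = 2). It was detected on 1 of 2 untreated arrays and lay at the floor of 40 on the other, which limits its log2 fold change of 2.81 (standard error 0.51).

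The smallest adjusted p belonged to the T cell adhesion molecule CD2 (0.13), with a signal of 41.2 ± 0.107 (SD, n = 2), detected on 1 of the 2 arrays, in untreated cells and 184 ± 1.52 (SD, n = 2) after CoCl2. The 3 lower genes with the smallest unadjusted p were dim. EYS had a log2 fold change of -1.13. KCTD21 had signals of 116 ± 22.3 (SD, n = 2) on the untreated arrays and lay at the floor of 40 on both CoCl2 arrays, and NMNAT1 went from 185 and 148 to 40 and 69.6, so the floor limits the fold of both. Each of the 3 was detected on 1 of the 2 CoCl2 arrays. At the thresholds of the methods, limma called 0 genes higher and 0 lower in LM-GFP cells. At an unadjusted p under 0.05 and the same fold change, 269 genes were higher and 189 lower, and 632 genes had such a p, where chance gives 577. An ordinary linear model called 1 gene, CADPS, and limma with a trended, robust prior called 4, namely BHLHE40, HK2, PFKFB3 and PTGS2. CADPS lay at the floor of 40 on all arrays but those of CoCl2-treated LM-GFP cells (67.2 and 65.8). The floor thus limits its standard error of 0.01 in the ordinary model. With the replicate number as a block limma called 1, NR4A2.

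Within the pair of dim replicate 1 arrays 2303 genes differed at least 1.5-fold between CoCl2 and untreated cells, and within the replicate 2 pair 981. Leaving out the second untreated array raised the calls to 237 higher and 477 lower genes, and leaving out the second CoCl2 array raised them to 181 and 27. A dim array then stands alone for its group and is assumed to vary like the other groups.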

After exposure to CoCl_2_ (200 μM for 4 hours), 219 or 132 genes were found to be significantly upregulated or downregulated, respectively, in LM-GFP cells (FDR = 0.1, FC > 1.5). All data are reported in the GEO database [GEO:GSE45362]. Consistent with miR-18a-mediated suppression of HIF1A, a smaller number of genes were found to change in response to CoCl_2_ treatment in LM-miR-18a cells, with 164 and 122 genes upregulated or downregulated, respectively (Figure 5A). 

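LM-miR-18a cells also had higher signals of hypoxia-response genes after CoCl2. The signal of PFKFB3 was 4180 ± 60.6 (SD, n = 2 arrays) without and 12300 ± 2310 (SD, n = 2) with CoCl2, a log2 fold change of 1.54 against 1.33 in LM-GFP cells, and the difference between the lines was 0.22 (standard error 0.24, adjusted p = 1 from limma). BHLHE40, a transcriptional repressor induced by hypoxia, had signals of 2660 ± 156 and 6780 ± 1130 (SD, n = 2 each), a log2 fold change of 1.34 against 1.36 in LM-GFP cells. HILPDA, a lipid droplet protein induced by hypoxia, had a log2 fold change of 1.46 (standard error 0.21) against 0.78 in LM-GFP cells, and HK2 one of 1.15 (standard error 0.17) against 1.56.

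At the thresholds of the methods, limma called 0 genes higher and 0 lower in LM-miR-18a cells. At an unadjusted p under 0.05 with the fold change of 1.5, 122 genes were higher and 97 lower. In all, 349 genes had such a p, fewer than the 577 that chance gives. All groups share 1 estimate of the spread per gene. Replicates differed less in LM-miR-18a cells (SD over genes 0.344 and 0.376) than in LM-GFP cells (0.629 and 0.532). The shared spread can overstate the standard errors here and understate them in LM-GFP cells. The low number is therefore not a measure of a missing response. An ordinary linear model called PLD4 higher and ALK lower, and limma with a trended, robust prior called 5 genes higher, namely BHLHE40, HILPDA, HK2, KDM3A and PFKFB3. Both PLD4 and ALK lay near the floor. The ALK signal after CoCl2 was at the floor on both arrays and at least 1.83-fold lower than without it.

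By the unadjusted criterion 54 genes were higher in both lines, where 2.8 are expected for independent lists of these sizes, and 22 of the 54 belong to 2 lists of HIF target genes. Another 19 genes were lower in both lines, against 1.6 expected, and 4 went in opposite directions, against 4.3 expected. The responses of the lines share no array. The 269 genes higher in LM-GFP cells had a median log2 fold change of 0.89 there and 0.19 in LM-miR-18a cells, and the 122 genes higher in LM-miR-18a cells had a median of 0.85 there and 0.58 in LM-GFP cells. Each set was picked in 1 line, which by itself makes its response look weaker in the other.

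The number of genes at least 1.5-fold apart between CoCl2 and untreated cells was 897 and 947 within the 2 replicate pairs of LM-miR-18a cells. Over the 56 measured genes of the HIF target lists, the mean response was 0.73 (standard error 0.12) in LM-GFP and 0.68 (standard error 0.12) in LM-miR-18a cells. In LM-miR-18a cells the log2 fold change was the lower one for 14 of 19 glycolysis genes and 23 of 37 other targets (median difference -0.06 in each list). A lower value there was not particular to HIF targets. It was also found for 18 of 25 proliferation genes, against 4 of 13 lung metastasis genes, and the median over all 11539 genes was -0.02. The proliferation genes did not rise as a list (mean 0.02 in LM-GFP and -0.07 in LM-miR-18a cells). Their lower values are therefore not a weaker induction. The difference of the mean HIF target responses was -0.05 (95% interval -0.54 to 0.44). This leaves out a loss of the whole response and includes a loss of more than 0.5 of it on the log2 scale.

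**Figure D2:**
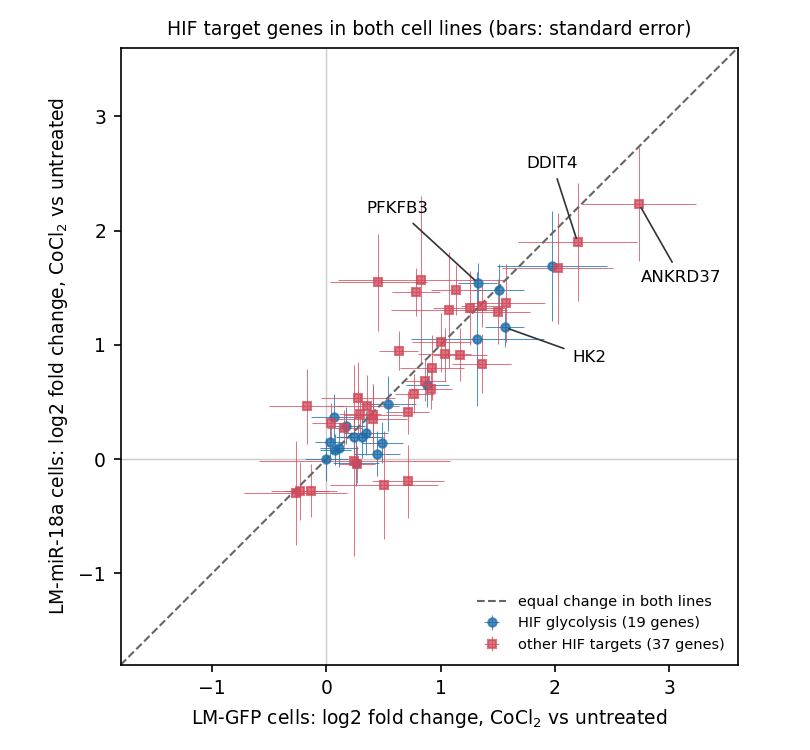
Log2 fold change after CoCl2 in LM-GFP cells (horizontal axis) and LM-miR-18a cells (vertical axis) of the 19 measured genes of HIF-driven glycolysis (circles) and 37 other HIF targets (squares), with bars for the standard error from limma. The dashed line marks an equal change in both lines, and 14 of 19 glycolysis genes and 23 of 37 other targets lie below it, on the side of the lower log2 fold change in LM-miR-18a cells.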

Ingenuity Pathway Analysis revealed that several signaling pathways were differentially affected by CoCl_2_ in LM-GFP and LM-miR18a cells (Figure 5B). For example, CoCl_2_-induced genes in LM-GFP cells were significantly enriched for HIF1A, granulocyte-macrophage colony-stimulating factor and hepatocyte growth factor signaling pathways, indicating activation of HIF1A and downstream angiogenic signaling pathways. 

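Ingenuity's gene memberships were not used here. In their place, 23 lists of genes written from textbook knowledge were tested with camera, which compares a list with all other genes. The difference of the CoCl2 responses between the lines had an adjusted p of 0.945 or 0.946 for each of the 23 lists, and of 0.974 with an estimated correlation. At the level of single genes limma called 0 genes for this difference, with 286 genes at an unadjusted p under 0.05, and an ordinary linear model called 4, the dim genes ALK, CADPS, PLD4 and SCNN1B, of which SCNN1B was chosen after its values were seen. Without the second untreated LM-GFP array limma called 457.

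Of 22 measured targets of YAP and TAZ, regulators of growth and adhesion, 17 had a log2 fold change above 0 in LM-GFP cells (median 0.21, adjusted p = 0.089 from camera), and 12 in LM-miR-18a cells (median 0.04, adjusted p = 0.624). The adjusted p in LM-GFP cells was 0.568 with an estimated correlation, and no member passed when adjusted over the list alone. Without the first CoCl2 array of LM-GFP cells camera gave the opposite direction (adjusted p = 0.971), without the second untreated array the adjusted p was 0.857, and without either the first untreated or the second CoCl2 array of LM-miR-18a cells it was 0.105 or 0.102. It was 0.151 without the 2 dim arrays, and 0.102 with another background correction. Without the first untreated LM-GFP array it was 0.00397, the lowest of the alternatives, and 0.971 was the highest. Of 38 measured genes of mTOR signaling, 22 were above 0 in LM-GFP and 20 in LM-miR-18a cells (medians 0.03 and 0.01, adjusted p = 0.196 and 0.126). In LM-GFP cells the mTOR list passed, upward, without the first untreated (adjusted p = 0.059) or the second CoCl2 array (0.0992) of that line, and in LM-miR-18a cells without the second untreated array of that line (0.0899). AMPK signaling had 29 measured members and medians of 0.01 and -0.03 (adjusted p = 0.677 and 0.605), and its only member to pass when adjusted over the list alone was PFKFB3, in both lines. Protein kinase A signaling had 41 measured members and medians of 0.04 and 0.02 (adjusted p = 0.151 and 0.263), and in LM-GFP cells it passed without the first untreated LM-GFP array (0.059) or the second untreated LM-miR-18a array (0.0972). Its phosphatase DUSP1 had log2 fold changes of 0.89 and 0.92 (standard error 0.29 each).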

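HIF target genes had higher signals as a group in LM-GFP cells after CoCl2. Camera placed a list of HIF-driven glycolysis (adjusted p = 3.17e-11) and a list of other HIF targets (adjusted p = 3.33e-21) above all other genes, and neither call held with an estimated correlation (adjusted p = 0.129 and 0.117). Of 19 measured genes of HIF-driven glycolysis, 19 had a log2 fold change above 0 (median 0.34), and when adjusted over the list alone 5 rose and none fell, namely PFKFB4, HK2, PDK1, PFKFB3 and the glucose transporter SLC2A1. PFKFB4, a relative of PFKFB3, had signals of 854 ± 408 (SD, n = 2 arrays) without and 3210 ± 735 (SD, n = 2) with CoCl2, and SLC2A1 4730 ± 391 and 8740 ± 806 (SD, n = 2 each). PDK1, a mitochondrial kinase that inhibits pyruvate dehydrogenase, rose by 1.51 on the log2 scale (standard error 0.22) and was detected on 1 of 2 untreated arrays. Of 37 other measured HIF targets, 33 were above 0 (median 0.77), and 19 rose and none fell when adjusted over the list alone. Among these, ANKRD37 had signals of 225 ± 154 and 1320 ± 253, the mTOR inhibitor DDIT4 2210 ± 1270 and 9370 ± 1970, and the vasoactive peptide ADM 12000 ± 1030 and 28900 ± 5400 (SD, n = 2 each). The angiogenic factor VEGFA had a log2 fold change of 0.41 (standard error 0.25) and ANGPTL4 of 1.07 (standard error 0.51), and neither passed. SLC2A1, ADM and VEGFA were chosen after their values were seen.

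Under the other alternatives camera's adjusted p ranged from 9.15e-12 to 0.000381 for the first list and from 2.8e-22 to 2.37e-07 for the second. The self-contained test fry gave an adjusted p of 0.017 for both lists. The mean response over both lists was 0.74 in the pair of dim replicate 1 arrays and 0.72 in the replicate 2 pair. Without the 2 dim arrays, which leaves 1 LM-GFP array per group, 1 glycolysis gene and 0 other targets passed when adjusted over the list alone.

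Of 36 measured genes of HGF signaling, 23 were above 0 (median 0.11). Camera gave an adjusted p of 0.0361, and of 0.321 with a correlation estimated at -0.01, and fry gave 0.017. When adjusted over the list alone 2 members rose, PTGS2 and IL6, which also belong to the cytokine list. The receptor MET, also chosen after its values were seen, had a log2 fold change of 0.17 (standard error 0.26). The call was lost without the second untreated array (adjusted p = 0.528), the first CoCl2 array (0.412) or the second CoCl2 array (0.155) of LM-GFP cells, and without the 2 dim arrays together (0.124). Of 28 measured genes of GM-CSF signaling, 17 were above 0 (median 0.07, adjusted p = 0.312), and none passed when adjusted over the list alone. The kinase PIM1 had a log2 fold change of 0.69 (standard error 0.24) and JAK2, detected on 1 of 2 arrays in each group, of 0.55 (standard error 0.47). Without the first, dim untreated array the GM-CSF list passed (adjusted p = 0.0569).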

CoCl_2_-downregulated genes in LM-GFP cells were significantly enriched in the integrin, paxillin and integrin-linked kinase signaling pathways involved in cell adhesion and migration. In contrast, in LM-miR-18a cells, none of these known HIF1A regulated pathways were significantly affected by CoCl_2_ exposure. 

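Genes of integrin, ILK and paxillin adhesion were spread around no change in LM-GFP cells after CoCl2. Of 38 measured members, 21 had a log2 fold change above 0 and 17 below (median 0.04), and none rose or fell when adjusted over the list alone. The integrin-linked kinase ILK had a log2 fold change of -0.05 (standard error 0.14), the adaptor paxillin, PXN, of -0.12 (standard error 0.23) and the integrin β1 subunit, ITGB1, of 0.12 (standard error 0.20), all 3 chosen after their values were seen. The α subunits ITGA2 and ITGA5 had log2 fold changes of 0.34 (standard error 0.17) and 0.16 (standard error 0.16), and the myosin light chain MYL9 of 0.58 (standard error 0.36). Camera gave the list as a whole an adjusted p of 0.28, in the upward direction, and 0.634 with an estimated correlation. The mean over the members was 0.06 (95% interval -0.12 to 0.23), with 0.06 in the pair of dim arrays and 0.05 in the other pair. Without the first untreated array or the second CoCl2 array of LM-GFP cells the list passed in the upward direction (adjusted p = 0.0268 and 0.0992).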

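In LM-miR-18a cells, camera also placed both lists of HIF targets above all other genes (adjusted p = 1.31e-12 for glycolysis and 2.01e-29 for the other targets). With an estimated correlation (adjusted p = 0.105 and 0.0638) only the second call held. The self-contained test fry gave an adjusted p of 0.041 for both lists. Of the 19 glycolysis genes, 17 had a log2 fold change above 0 (median 0.23), and 5 rose and none fell when adjusted over the list alone. They are the 5 that rose in LM-GFP cells: SLC2A1 had signals of 6470 ± 984 (SD, n = 2 arrays) without and 10100 ± 1350 (SD, n = 2) with CoCl2, and PDK1 83.6 ± 21.2 and 232 ± 41.6 (SD, n = 2 each). Of the 37 other HIF targets, 30 were above 0 (median 0.69), and 19 rose and none fell when adjusted over the list alone, 17 of which had also risen in LM-GFP cells. Among these, ANKRD37 had signals of 389 ± 134 and 1780 ± 200, the histone demethylase KDM3A 1050 ± 276 and 2910 ± 440, and the mitophagy receptor BNIP3 12100 ± 1910 and 19300 ± 1590 (SD, n = 2 each). ANGPTL4 and the MYC antagonist MXI1 passed in LM-miR-18a cells and not in LM-GFP cells, and ERO1A and the collagen-modifying enzyme PLOD2 the other way round, but the difference between the lines passed for none of the 4 (ANGPTL4 0.23, standard error 0.72, MXI1 1.09, 0.60, ERO1A -0.30, 0.26, and PLOD2 -0.20, 0.24, with an adjusted p of 0.97 over the list for each). KDM3A, BNIP3, MXI1, ERO1A and PLOD2 were chosen after their values were seen.

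Under the other alternatives the adjusted p of the 2 HIF lists reached at most 5.93e-06 and 4.94e-14. The number of other targets passing over the list alone was 4 without the first untreated or the second CoCl2 array of LM-miR-18a cells. For glycolysis it was 3 without the second array of either group. HGF signaling had a median of 0.03 (adjusted p = 0.126), GM-CSF signaling of 0.01 (adjusted p = 0.499) and integrin, ILK and paxillin adhesion of 0.01 (adjusted p = 0.624), and no member of these 3 lists passed when adjusted over the list alone. With the replicate number as a block the HGF list passed, upward (adjusted p = 0.0821, the lowest of the alternatives, the highest being 0.765). Of the adhesion genes, the scaffold BCAR1 had a log2 fold change of -0.41 (standard error 0.21) and the integrin adaptor PARVA of 0.28 (standard error 0.18).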

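The mRNA of HIF1A itself had lower signals after CoCl2 in both lines, and neither difference passed the test. In LM-GFP cells it was 4430 ± 711 (SD, n = 2 arrays) without and 3010 ± 311 (SD, n = 2) with CoCl2, a log2 fold change of -0.55 (standard error 0.31, adjusted p = 1 from limma). In LM-miR-18a cells it was 5010 ± 1800 and 3290 ± 892 (SD, n = 2 each), a log2 fold change of -0.59 (standard error 0.31, adjusted p = 1). With CoCl2 it was lower in each of the 4 pairs of arrays with the same line and replicate number, 4930 to 3230, 3930 to 2790, 3740 to 2660 and 6280 to 3920. Between the lines, LM-miR-18a minus LM-GFP, the log2 difference of HIF1A was 0.14 without and 0.10 with CoCl2 (standard error 0.31 each). In replicate 1 HIF1A was lower and in replicate 2 higher in LM-miR-18a cells, with and without CoCl2. The sign turned without LM-miR-18a untreated replicate 2 (-0.24) or LM-GFP untreated replicate 2 (-0.02), and with CoCl2 without LM-miR-18a CoCl2 replicate 2 (-0.17), so the arrays give no direction for HIF1A between the lines. The arrays measure mRNA and not the HIF1A protein, which CoCl2 stabilizes. VEGFA had a log2 fold change of 0.39 (standard error 0.25) in LM-miR-18a cells, 0.02 below that of LM-GFP cells. The reference genes ACTB, GAPDH and TBP had log2 fold changes between -0.13 and 0.15 after CoCl2 in the 2 lines. The paper reasons from fewer CoCl2-responsive genes in LM-miR-18a cells and from the pathways among them (Figure 5), beside the other experiments of that section, to a part of miR-18a in HIF1A activity.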

Taken together, these observations provide additional evidence in support of an essential role for miR-18a in regulating HIF1A activity in breast tumors. Notably, according to three target prediction programs (TargetScan, PicTar and miRBase), most of the CoCl_2_-responsive genes affected by miR-18a lack target sites of miR-18a, suggesting that miR-18a regulates CoCl_2_-responsive genes primarily through indirect mechanisms.To investigate whether miR-18a-mediated HIF1A inhibition can be extended to other basal-like breast cancer cell lines, we examined the impact of ectopic miR-18a expression in MDA-MB-436 cells. As shown in Figure 6, miR-18a expression downregulated the expression of HIF1A protein as well as the induction of HIF1A target genes at hypoxia. In addition, ectopic miR-18a expression in MDA-MB-436 cells significantly decreased cell growth under hypoxia (Figure 6C) and abolished hypoxia-induced cell invasion (Figure 6D). Taken together, these observations provide additional evidence that supports a conserved role for miR-18a in limiting HIF1A activity in basal-like breast cancer cells.

**Figure 5:**
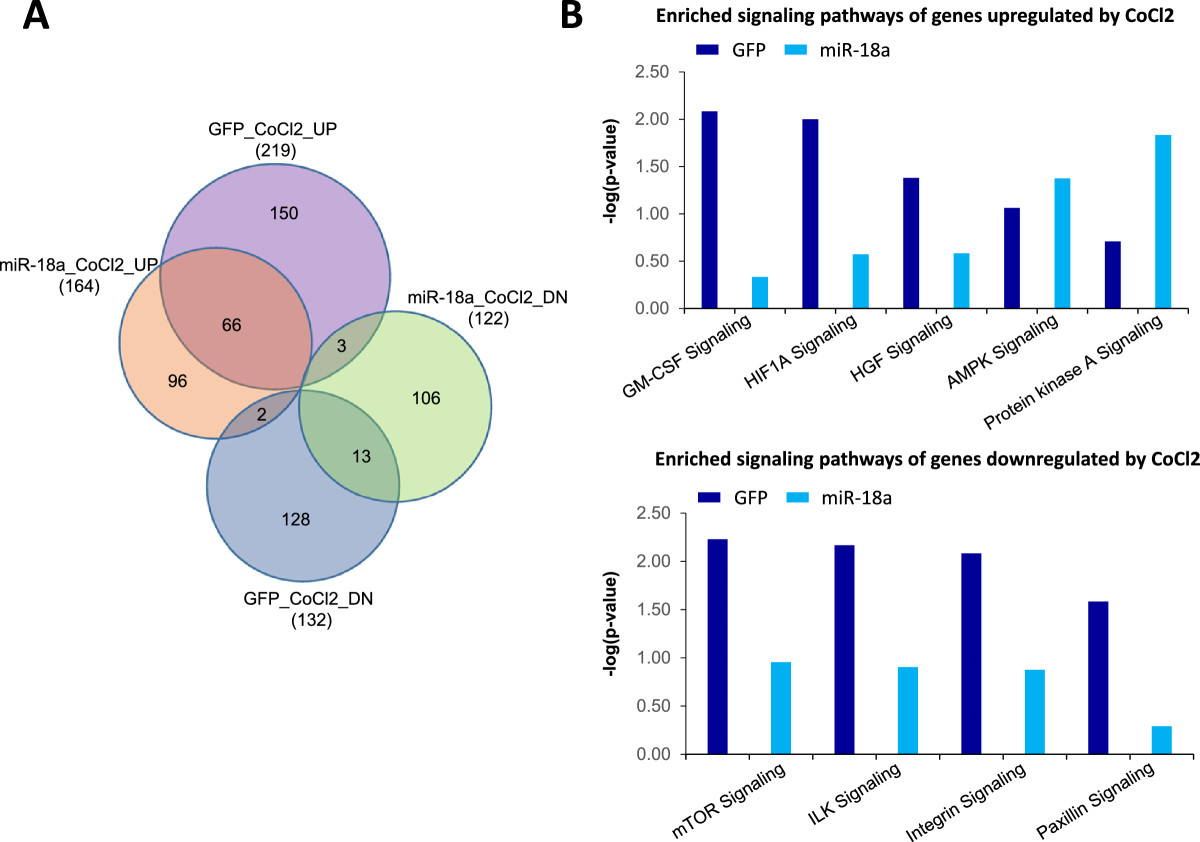
**Ectopic microRNA-18a expression modified gene expression profiles of MB231RN-LM cells in response to CoCl**_**2**_**treatment (200 μM for 4 hours). (A)** Venn diagrams of cobalt(II) chloride (CoCl_2_)–regulated genes (fold change ≥ 1.5, CoCl_2_ () vs untreated, false discovery rate = 0.1) in LM-miR-18a and LM-GFP cells. GFP, Green fluorescent protein; miR-18a, MicroRNA-18a. **(B)** Signaling pathways differentially affected by CoCl_2_ in LM-miR-18a and LM-GFP cells. Enriched signaling pathways of CoCl_2_-regualted genes were identified using Ingenuity Pathway Analysis software. AMPK, 5′ adenosine monophosphate-activated protein kinase; GM-CSF, Granulocyte-macrophage colony-stimulating factor; HGF, Hepatocyte growth factor; HIF1A, Hypoxia-inducible factor 1α; ILK, Integrin-linked kinase; mTOR, Mammalian target of rapamycin.

**Figure 6:**
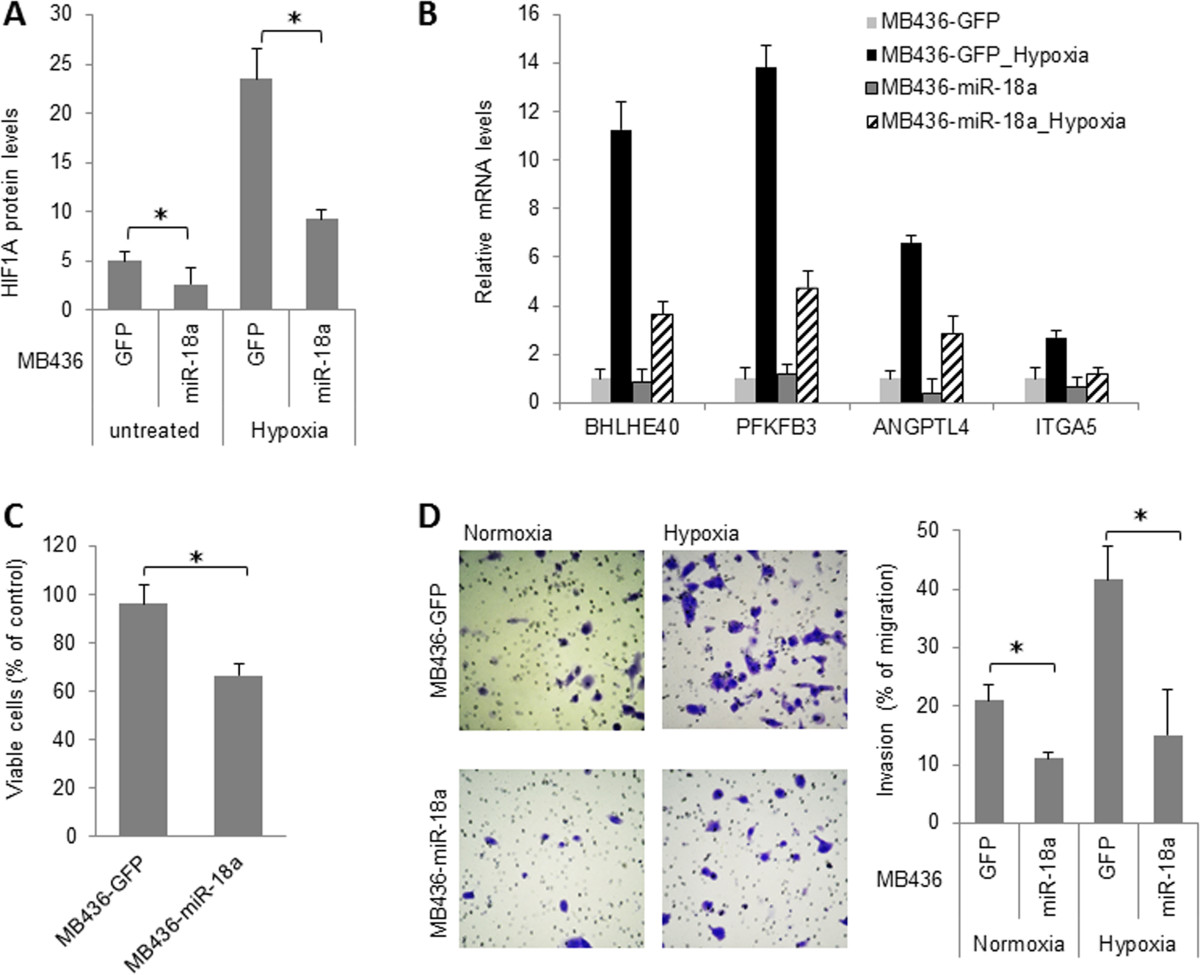
**Effects of microRNA-18a on hypoxia-inducible factor 1α expression and hypoxia response in MDA-MB-436 cells. (A)** Ectopic microRNA-18a (miR-18a) expression decreased hypoxia-inducible factor 1α (HIF1A) protein levels in cells cultured under normoxia or hypoxia (2% O_2_ for 16 hours). HIF1A protein levels were measured using a cell-based enzyme-linked immunosorbent assay and normalized to cytochrome c. The data are presented as mean ± SD (*n* = 4). *P < 0.05 by Student’s *t*-test. GFP, Green fluorescent protein. **(B)** miR-18a attenuated hypoxic gene expression. Cells were exposed to hypoxia (2% O_2_ for 16 hours), and mRNA levels were measured by quantitative PCR and normalized to *ACTB*. Data are presented as mean ± SD (*n* = 3). **(C)** Ectopic miR-18a expression reduced viable cell numbers in cells exposed to hypoxia (2% O_2_ for 72 hours). *P < 0.05 by Student’s *t*-test. **(D)** Ectopic miR-18a expression inhibited cell invasion under normoxia and abolished hypoxia-induced cell invasion. The results are presented as mean ± SD (*n* = 6). *P < 0.05 by Student’s *t*-test. *n*, the number of experimental repeats.

### miR-18a represses tumor cell metastatic properties primarily through hypoxia-inducible factor 1α

In cultured cells, miR-18a inhibition enhanced gene expression induced by hypoxia (2% O_2_ for 6 hours) (Figure 7A). Immunoblotting assay results showed that miR-18a inhibition increased baseline protein levels of HIF1A (Figure 7B, left panel). Consistent with the observation that miR-18a inhibition promoted tumor growth and metastasis *in vivo* (Figure 3E), MB231-18aIN cells were more resistant to anoikis (Figure 7C) and more invasive (Figure 7D) in comparison to control MB231-C cells. To confirm that these cellular changes induced by miR-18a inhibition were mediated by HIF1A, we examined the impact of HIF1A knockdown on the efficacy of a miR-18a inhibitor. Expression of HIF1A shRNA in MB231-C or MB231-18aIN cells reduced *HIF1A* mRNA levels by approximately 70% compared to control cells transduced with empty vector (Figure 7A). The reduced HIF1A expression in MB231-18aIN-HIF1AshRNA cells compared to MB231-18aIN-Vec cells was also confirmed by Western blotting (Figure 7B, right panel). HIF1A knockdown substantially decreased hypoxia-induced gene expression in both MB231-C and MB231-18aIN cells (Figure 7A), including *PFKFB3*, *BHLHE40*, angiopoietin-like 4 (*ANGPTL4*) and integrin α5 (*ITGA5*). Consistent with the known function of HIF1A to protect cells against anoikis and promote cell invasion, HIF1A knockdown substantially reduced the viability of cells cultured in suspension as well as cell invasive activity (Figure 7C and 7D). Importantly, no difference in cell viability was observed in suspension culture or in cell invasion between MB231-C-shHIF1A and MB231-18aIN-shHIF1A cells, demonstrating that the predominant target of miR-18a that mediates phenotypes in MDA-MB-231 cells is HIF1A.

**Figure 7:**
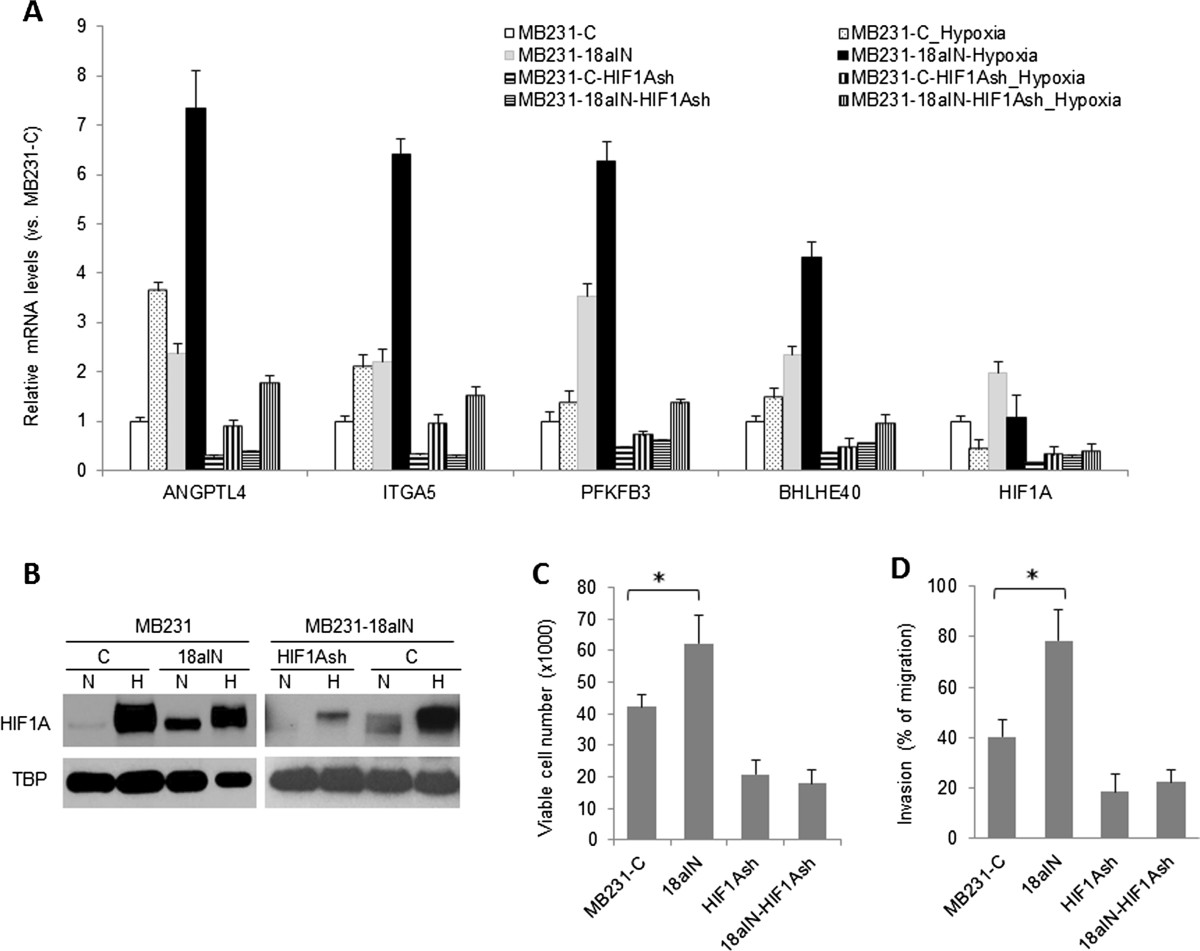
***HIF1A*** **knockdown abolished the effect of microRNA-18a on cell metastatic properties. (A)** Expression fold changes of hypoxia-inducible factor α (*HIF1A*) and hypoxia-responsive genes in MDA-MB-231 cells expressing microRNA-18a (miR-18a) inhibitor and/or HIF1A short-hairpin RNA (shRNA). The mRNA levels were measured by quantitative PCR after cells were exposed to hypoxia (2% O_2_ for 6 hours) and normalized to *ACTB*. Data are presented as mean ± SD (*n* = 3). **(B)** HIF1A protein expression levels in nuclear extracts from untreated or hypoxia-treated (2% O_2_ for 6 hours) cells were detected by immunoblotting assay. TATA-binding protein (TBP) was used as a loading control. **(C)** Effect of miR-18a inhibitor and HIF1A shRNA on viability of cells cultured in suspension for 6 days. **(D)** Effect of miR-18a inhibitor and HIF1A shRNA on cell invasion. The results are presented as mean ± SD (*n* = 4). *P < 0.05 by Student’s *t*-test. *n*, the number of experimental repeats.

Ectopic HIF1A expression in MDA-MB-231 cells was previously reported to suppress tumor growth in a xenograft model [29]. Therefore, it is difficult to rescue a miR-18a-mediated suppressive effect on tumor growth and metastasis by ectopic HIF1A expression in LM-miR-18a cells. To provide further evidence that miR-18a regulates HIF1A activity, we examined the effect of ectopic miR-18a-5p (miR-18a) expression on hypoxia-induced tumorigenic activity of MCF7 cells. In an orthotopic xenograft model, MCF7 cells (1 × 10^6^ cells/injection) generated small tumors with a latency period of approximately 7 weeks. Prolonged exposure of MCF7 cells to hypoxia (2% O_2_ for 4 weeks *in vitro*) prior to inoculation substantially reduced the latency period of tumor initiation and enhanced tumor growth. Ectopic miR-18a expression in MCF7 cells reduced HIF1A protein expression (Figure 8A), dampened hypoxia-induced gene expression (Figure 8B) and completely abolished hypoxia-induced tumorigenic activity (Figure 8C). These results provide additional evidence supporting a role for miR-18a in regulating hypoxic response in breast cancer cells.

**Figure 8:**
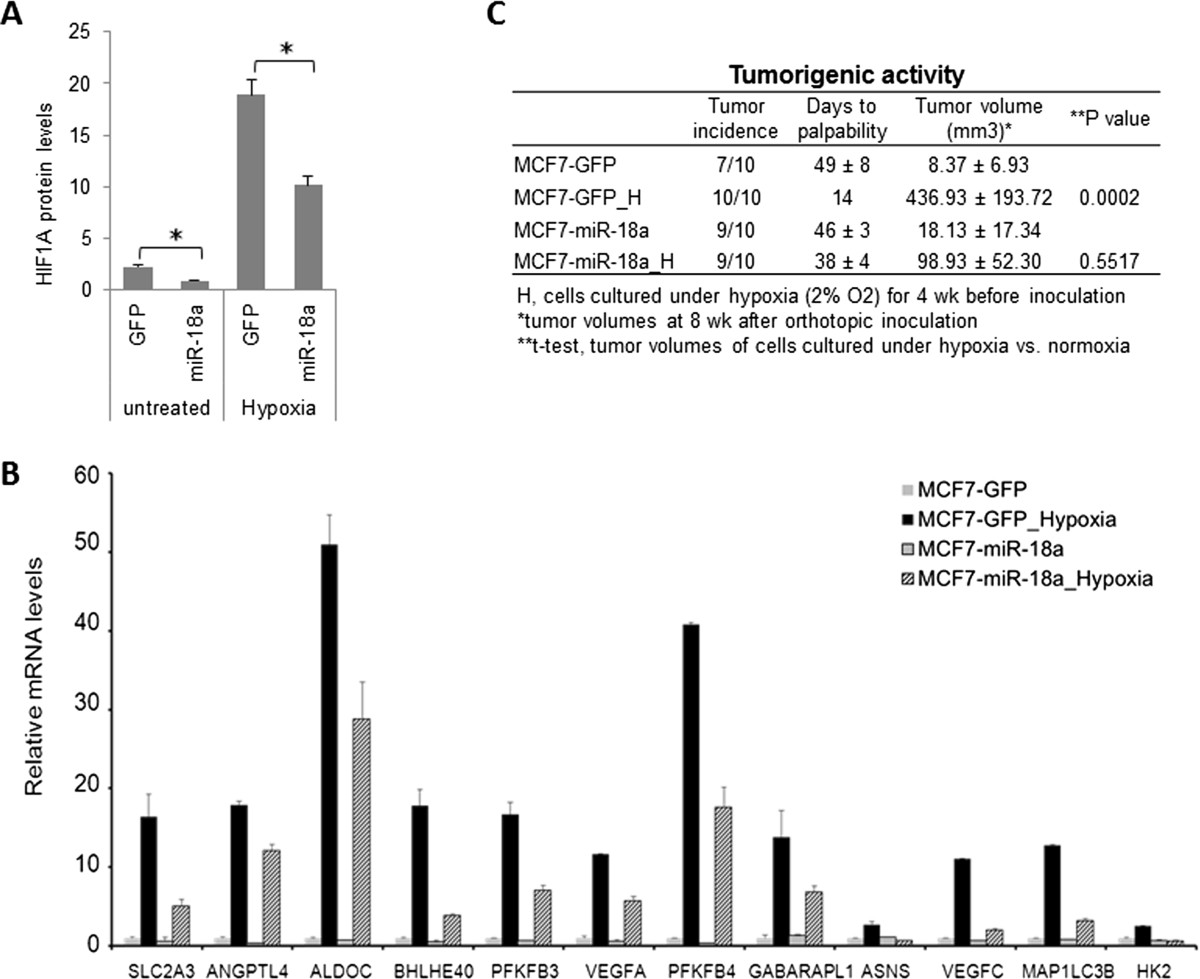
**Ectopic microRNA-18a expression diminished hypoxia induced tumorigenic activity of MCF7 cells. (A)** MicroRNA-18a (miR-18a) expression in MCF7 cells reduced hypoxia-inducible factor 1α (HIF1A) protein expression as measured using a cell-based enzyme-linked immunosorbent assay. GFP, Green fluorescent protein. *P < 0.05 by Student’s t-test. **(B)** miR-18a expression dampened hypoxia-induced gene expression in MCF7 cells. Gene mRNA levels were determined by quantitative PCR and normalized to *ACTB*. **(C)** Exposure to hypoxia (2% O_2_ for 4 weeks) prior to inoculation increased tumorigenic activity of MCF7 cells. The hypoxia-induced tumorigenic activity was abolished by ectopic miR-18a expression.

### Reverse correlation of miR-18a expression with expression of HIF1A and panel of hypoxia-responsive genes in basal-like breast tumors

To examine the clinical relevance of miR-18a mediated HIF1A inhibition, we investigated the relationship between miR-18a and *HIF1A* mRNA levels in human breast tumor specimens by analyzing four data sets that contain both mRNA and miRNA expression data, which are available from TCGA or in the GEO database [GEO:GSE19783, GEO:GSE22220, GEO:GSE28884] [30–33]. The expression of miR-18a, along with other *MIR17HG* family members, was higher in basal-like tumors than in the other molecular subtypes defined by the PAM50 classifier [19] (Figure 9A, left panel). *HIF1A* mRNA is highly expressed in both basal and ERBB2 subtypes compared to luminal subtypes (Figure 9A, right panel), in agreement with the observation that HIF1A protein is expressed at higher levels in basal cancers relative to luminal cancers [34]. Within the basal-like breast tumors, we found a significant inverse correlation between the expression levels of miR-18a and *HIF1A* mRNA in all four data sets (Figure 9B). This correlation was not detected for any other subtype of breast cancer. These results implicate a role for miR-18a in restraining *HIF1A* activity in basal-like breast tumors.

**Figure 9:**
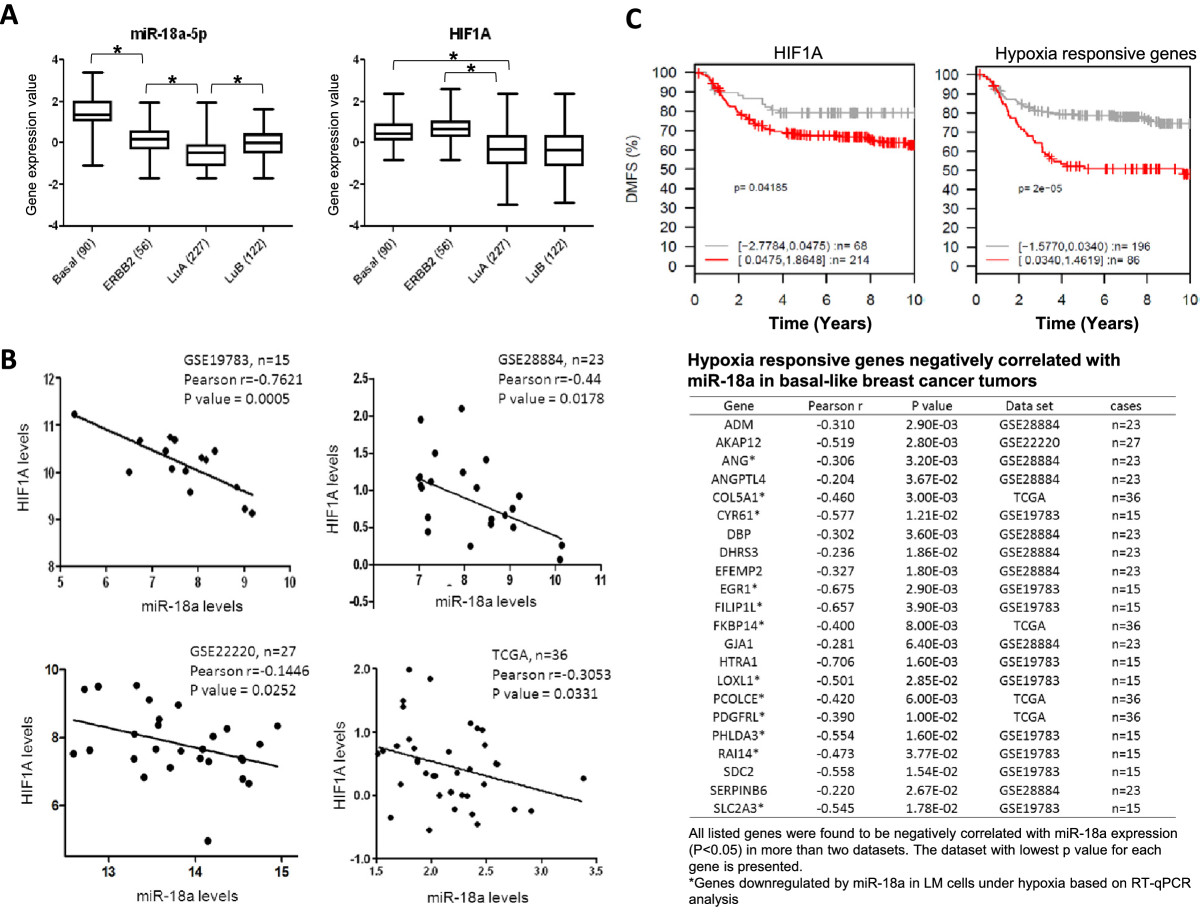
**Correlation of microRNA-18a expression with** ***HIF1A*** **mRNA expression, hypoxia-responsive gene expression and distant metastasis in breast tumors. (A)** Differential expression of microRNA-18a (miR-18a) and hypoxia-inducible factor 1α (*HIF1A*) mRNA in breast cancer subtypes. Expression data were retrieved from the Cancer Genome Atlas database. GE, Generalized estimating equation. **(B)** There was an inverse correlation between miR-18a and *HIF1A* mRNA expression in basal-like breast tumors. The basal-like breast tumors in four individual data sets were defined according to the PAM50 classifier. **(C)** Higher expression of *HIF1A* and hypoxia-responsive genes is associated with a shorter interval of distant metastasis–free survival (DMFS) of patients with basal-like breast tumors. Kaplan-Meier analysis was conducted using the GOBO program.

We further examined the correlation of the expression levels of miR-18a and hypoxia-responsive genes that were associated with distant metastasis of breast tumors. The hypoxia-responsive genes in basal-like breast cancer cells were retrieved from GEO data sets [GEO:GSE17188, GEO:GSE18494] [28, 35]. The correlation of hypoxia-responsive gene expression with DMFS interval was assessed using the GOBO algorithm, which analyzes the correlation of gene expression and clinicopathological characteristics using expression data of 1,881 breast tumor specimens annotated with clinical information [33]. A panel of hypoxia-responsive genes was found to be associated with reduced DMFS interval of patients with basal-like tumors (*P* < 0.05 by Kaplan-Meier analysis with 10-year censoring). We examined their correlation with miR-18a expression in the above-mentioned four data sets, which contain both mRNA and miRNA expression data. This analysis led to the identification of a panel of metastasis-associated hypoxic genes that negatively correlated with miR-18a (Figure 9C). The individual or collective roles of these genes in mediating the miR-18a-dependent suppression of lung metastasis in basal breast cancers warrant further studies.

## Discussion

Deregulation of *MIR17HG* has been linked to breast cancer progression, but the function of each individual miRNA encoded by *MIR17HG* in breast tumor cells has not yet been fully defined [9, 12, 36–38]. Compared to other family members of *MIR17HG*, miR-18a is less studied, and only limited information is available regarding its function in human cancer cells. Regarding luminal breast cancer cells, miR-18 has been shown to inhibit cell proliferation by targeting ESR1 [11]. In glioblastomas, miR-18a has been reported to repress tumor progression through targeting SMAD3 and CTGF [39]. Here we report evidence that miR-18a plays an important role in restricting tumor growth and pulmonary metastasis of basal-like breast cancer by regulating HIF1A expression and hypoxic response. HIF1A was reported as a target of *MIR17HG* in lung cancer cells, but the specific role of miR-18a in the control of HIF1A expression and activity was not tested [40].

We found that miR-18a, along with other family members encoded by *MIR17HG*, was downregulated in breast cancer cells that spontaneously metastasized to lungs in an orthotopic xenograft model. We further confirmed that *MIR17HG* downregulation is an acquired trait associated with spontaneous lung metastasis by using orthotopic xenograft models derived from cell colony expansion. This finding is in line with the previous observation that *MIR17HG* expression is downregulated in human primary breast tumors with positive lymph node metastasis compared to those with no metastasis [12]. *MIR17HG* downregulation during metastatic progression is also congruent with the reported inverse correlation between expression of miR-92a, another member encoded by *MIR17HG*, and the tumor grade and recurrence-free survival of breast cancer patients [38]. However, loss of *MIR17HG* expression was not recognized in a previous study on lung metastatic derivatives of MDA-MB-231 cells [41]. The discrepancy could be caused by differences in experimental approach, including the use of different mouse strains and different inoculation routes of tumor cells than those we employed in our present study.

The results of our *in vivo* studies with orthotopic xenograft models of the metastatic MDA-MB-231 variant demonstrate that ectopic miR-18a expression significantly attenuated continuous expansion of primary tumor mass and decreased spontaneous lung metastasis. In contrast, miR-18a inhibition increased primary tumor growth and lung metastasis. These observations support a role of miR-18a in repressing tumor mass expansion and distant metastasis. Cells in solid tumors commonly encounter fluctuations in nutrient and oxygen availability caused by unbalanced cell proliferation and blood vessel development [26]. Continuous tumor growth is dependent on adaptation of tumor cells to hypoxic stresses and angiogenesis, two processes that are primarily regulated by HIF1A [42]. In addition, mounting evidence suggests a critical role of hypoxia in promoting tumor metastatic progression by rendering cells resistant to apoptosis and invasive features. The results of our mechanistic studies provide evidence that miR-18a directly regulates HIF1A expression and consequently the expression of hypoxia-responsive genes and cell response to hypoxia.

Expression data analysis using a metadata set composed of data from 1,881 breast tumors [20] revealed that higher expression of *HIF1A* and a panel of hypoxia-responsive genes is associated with shorter DMFS interval of patients with basal-like tumors, but not other subtypes. This finding is in agreement with previous reports that enhanced hypoxic response is associated with poor prognosis and chemotherapy resistance of basal-like tumors [43, 44] and supports the notion that HIF1A activation drives metastatic progression of basal-like tumors. Importantly, on the basis of four independent data sets containing both miRNA and mRNA expression data, we found that miR-18a expression is inversely correlated with the expression of *HIF1A* and hypoxia-responsive genes in basal-like tumors. However, the available samples of basal-like tumors with both miRNA expression and DMFS data are not sufficient to establish the prognostic value of miR-18a for distant metastasis. Taken together, our observations suggest a role of miR-18a in suppressing metastasis by restricting hypoxic response in basal-like breast tumors.

Basal-like tumors are characterized by high proliferation rates and rapid mass expansion, which lead to cyclic hypoxia and reoxygenation. Fine-tuned HIF1A activity by miR-18a may represent an essential mechanism to balance cell proliferation, survival and metastasis. In general, activation of HIF1A and hypoxia-responsive genes puts tumor cells in a survival and invasive state with reduced proliferation [45–48]. High expression of miR-18a in basal-like tumors (Figure 9A) may play a role in promoting cell growth when oxygen supply becomes abundant by restricting the antiproliferative activity of the HIF1A signaling pathway. This notion is consistent with previously report findings that tumors derived from transformed *HIF1A*^−/−^ astrocytes grew faster than its *HIF1A*^*+/+*^ counterpart when placed in the vascular-rich brain parenchyma [49]. However, cells under hypoxic stress rely on enhanced HIF1A activation to survive and obtain invasive features. Constitutive high miR-18a expression might be detrimental to tumor mass expansion and metastatic progression by restraining hypoxic response and consequently deterring hypoxia-induced apoptotic resistance and invasion.

The outcome of hypoxia-induced HIF1A activation was shown to be cell context– and tumor microenvironment–dependent [47, 49]. As an upstream regulator of HIF1A, miR-18a function is likely tumor type–dependent. This notion is in line with previously reported findings that miRNAs encoded by *MIR17HG* promote development of B-cell lymphomas and lung cancer, but repress glioblastoma progression [38]. On the basis of our study results, we cannot exclude the possibility that other targets may contribute to miR-18a-mediated suppression on tumor growth and metastasis. 

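Without CoCl2, the mRNA of MMP3, a secreted protease that degrades extracellular matrix, had a signal of 19200 ± 1790 (SD, n = 2 arrays) in LM-GFP cells and 11500 ± 6540 (SD, n = 2) in LM-miR-18a cells. The 2 LM-miR-18a arrays differed, with 16200 for replicate 1 and 6910 for replicate 2, and the LM-GFP arrays, of which the first is dim, had 20400 and 17900. The log2 difference, LM-miR-18a minus LM-GFP, was -0.86 (standard error 0.49, adjusted p = 1 from limma). After CoCl2 it was -0.71 (standard error 0.49). The response of MMP3 to CoCl2 had a log2 fold change of 0.06 in LM-GFP and 0.21 in LM-miR-18a cells (standard error 0.49 each), and no difference between the groups passed the test. The paper gives 5 predicted miR-18a target mRNAs as significantly lower in LM-miR-18a cells by quantitative PCR. Over these 5 on the arrays, the median difference between the untreated lines was -0.37 (adjusted p = 0.238 from camera) and the mean -0.26 (95% interval -0.50 to -0.02). Of them CCN2 and HIF1A were not lower here. TNFAIP3, an inhibitor of NF-κB signaling, had a log2 difference of -0.64 (standard error 0.37), HMG20B of -0.43 (standard error 0.20), INPPL1 of -0.37 (standard error 0.31), CCN2 of 0.02 (standard error 0.35) and HIF1A of 0.14 (standard error 0.31), with 3740 against 4930 in replicate 1 and 6280 against 3930 in replicate 2.

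Between the untreated lines limma called 0 genes at the thresholds of the methods, with 488 genes at an unadjusted p under 0.05. At that p and a fold change of 1.5, 217 genes were higher and 111 lower in LM-miR-18a cells. An ordinary linear model called ALK and LMO7, the second chosen after its values were seen, and without the second LM-GFP array limma called 706 genes. The secreted protein AGR2, a marker of luminal cells, was 366 ± 21.5 (SD, n = 2) in LM-GFP and 851 ± 71.8 (SD, n = 2) in LM-miR-18a cells, and was the only 1 of 9 measured luminal markers to rise when adjusted over the list alone (log2 difference 1.22, standard error 0.17). LOXL4, a matrix cross-linking enzyme, was 281 ± 9.72 and 569 ± 53.2 (SD, n = 2 each; adjusted p = 0.69 from limma).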

By integrated analysis of genes regulated by miR-18a under normoxia using a data set from this study [GEO:GSE45362], miRNA target sites, expression correlation of mRNA and miRNA, and correlation with DMFS of patients with basal-like breast tumors, we discovered that miR-18a potentially targets the prometastatic gene matrix metallopeptidase 3 (*MMP3*). Since *MMP3* is a hypoxia-responsive gene, miR-18a may modify the outcome of hypoxia by modulating the expression of specific hypoxia-responsive genes in addition to a general attenuation of hypoxic response by directly targeting HIF1A. It remains to be determined whether MMP3 downregulation contributes to miR-18a-mediated metastasis suppression.

## Conclusions

The results of this study reveal a novel role for miR-18a in repressing metastasis of basal-like breast tumors by restricting HIF1A activity and regulating cell responses to hypoxia. The inverse correlation between miR-18a and *HIF1A* and hypoxia signature genes in basal-like breast tumors is significant in clinical samples and is consistent across multiple data sets. However, understanding how fluctuating miR-18a and HIF1A levels ultimately drive metastasis from the primary tumor to reduce survival requires further investigation.

## Authors’ original submitted files for images

Below are the links to the authors’ original submitted files for images. Authors’ original file for figure 1 Authors’ original file for figure 2 Authors’ original file for figure 3 Authors’ original file for figure 4 Authors’ original file for figure 5 Authors’ original file for figure 6 Authors’ original file for figure 7 Authors’ original file for figure 8 Authors’ original file for figure 9

## Abbreviations

CoCl_2_: Cobalt(II) chloride
DMFS: Distant metastasis-free survival
GFP: Green fluorescent protein
HIF1A: Hypoxia-inducible factor 1α
microRNA-18a: MiR-18a
miRNA: MicroRNA
RFP: Red fluorescent protein
RISC: RNA-induced silence complex.

# Supplementary material for: MicroRNA-18a inhibits hypoxia-inducible factor 1α activity and lung metastasis in basal breast cancers
**Source:** Breast Cancer Res. 2014 Jul 28;16:R78. doi: 10.1186/bcr3693

A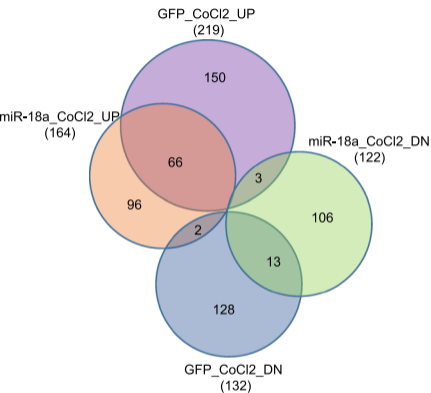**B****Enriched signaling pathways of genes upregulated by CoCl2**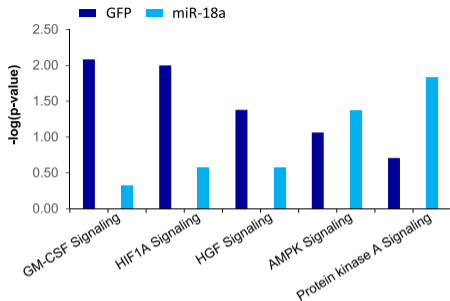**Enriched signaling pathways of genes downregulated by CoCl2**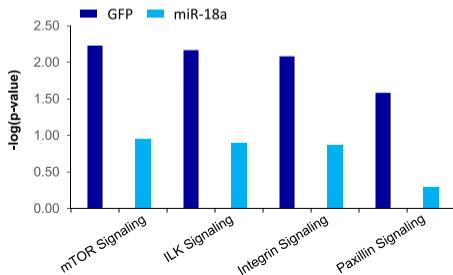

**Supplement:** Supplementary file 5 — Authors’ original file for figure 5

How the deposited data were processed for this re-analysis (not part of the article)

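RNA of LM-GFP and LM-miR-18a cells, untreated or treated with 200 μM CoCl2 for 4 hours, was measured on Illumina HT-12 arrays, with 2 arrays from 2 independent experiments in each of 4 groups, 8 arrays in all. Each array was assigned to its group and replicate from the sample titles. The deposited non-normalized intensity values are mean bead signals per probe, which the authors read in GenomeStudio (version not given) and which are neither background-subtracted nor normalized. The detection p-values deposited with them were computed by the authors in the same program from the negative controls of each array. A second deposited table holds signal values that the authors background-subtracted and quantile-normalized on a linear scale, without the floor of 40.

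The analysis started from the non-normalized signals. The mean of the negative controls of each array was inferred from the detection p-values and subtracted, the arrays were quantile-normalized, values under 40 were set to 40, and log2 was taken, the first 2 steps and the floor following the methods of the authors. These log2 values had a correlation of 0.999926 with those of the authors' processed table, with a median difference of -0.107 at signals above 100. Of 47317 probes, 30111 had 1 gene in the gene table used here, 8 had several and 17198 had no name there. Symbols were updated through Entrez identifiers for 30072 probes. Probes detected at p under 0.05 on both arrays of at least 1 group were kept, and of several probes of a gene the one with the highest mean over all 8 arrays, which gave 11539 genes. Probes without a named gene that passed the same filter, 5073 in number, were left out. Of 3191 genes with several probes, 22 had probes at least 1.5-fold apart in opposite directions in the LM-GFP comparison and 3 in the LM-miR-18a comparison. BTG2 and NCOA3, which the paper names, had no named probe, and ESR1 and MIR17HG did not pass the filter.

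The comparisons made with limma (version 3.58.1, in R 4.3.3) were CoCl2 against untreated in each line, LM-miR-18a against LM-GFP without and with CoCl2, and the difference of the 2 CoCl2 responses. One linear model over the 8 arrays and moderated t tests left 4 residual degrees of freedom, with 2.6 added by the prior. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.1 and a fold change of at least 1.5, the thresholds of the methods, which name no test. The labels number the arrays of each group 1 and 2 and the paper gives 2 sets of independent experiments, and the number was taken to mark the set, which neither states outright. The differences between replicates 1 and 2 had correlations of 0.08 to 0.43 across the groups, the highest (0.43 and 0.39) between untreated and CoCl2 arrays of 1 line. The fit has no block for the replicate number, as the methods give none, and a fit with it was an alternative. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The mean signal, the probes detected and the share of values at the floor were taken for each array as the measure of its depth.

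In place of Ingenuity's pathways, 23 gene lists written from textbook knowledge were used: HIF glycolysis, other HIF targets, metallothionein and metal transport, NRF2 oxidative stress, heat shock, unfolded protein response and ATF4, immediate early genes, NF-κB and cytokines, interferon-stimulated genes, proliferation, YAP and TAZ targets, cholesterol synthesis, lung metastasis genes of MDA-MB-231, integrin, ILK and paxillin adhesion, GM-CSF signaling, HGF signaling, mTOR signaling, AMPK signaling, protein kinase A signaling, miR-18a targets examined by the paper, and markers of fibroblasts, luminal epithelium and leukocytes. Each was tested in each comparison with limma's camera, with its preset correlation between genes and adjustment over the 23 lists, and with fry as a self-contained test. A call lost with an estimated correlation is not by itself a sign of correlated members. HGF signaling in LM-GFP cells had an estimated correlation of -0.01, and its adjusted p from camera still rose from 0.0361 to 0.321. A member passed "over the list alone" at an adjusted p of at most 0.1 over the measured members and a fold change of at least 1.5. Such passes are weaker than a call over all genes.

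The genes named in the text were drawn from 3 sources. These are the genes with the smallest unadjusted p, up to 3 in each direction of a comparison, where none is called, the genes the paper names, and up to 4 members of each list in each comparison, those with the largest absolute change. Of the measured genes that the paper names, EIF4EBP2, CCND1, SMAD3 and HNRNPA1 are not described in the text. The 3 sources were fixed as a rule before the data were examined, as were the lists, the tests and the main alternatives. Outside the rule, SLC2A1, ADM, VEGFA, KDM3A, BNIP3, MXI1, ERO1A, PLOD2, MET, ILK, PXN, ITGB1, SCNN1B and LMO7 were chosen after their values were seen. Where a gene was detected on no array of a group, the text gives a lower bound of its fold change, the mean of the other group over the lowest signal at which any probe was detected on each array of that group, and not the fitted fold change.

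The fit and the list tests were tested on simulated data with the sample layout of the 8 arrays, in 20 runs with 200 of 11539 genes changed in the LM-GFP comparison. Of the genes changed 2-fold 42.9% were called, and of those changed 4-fold 82.3%. On average 125.2 calls were true and 18.1 were false (12.7%), and a comparison with no change had 0.1 calls. A shift of 0.75 on the log2 scale in both HIF lists, in LM-GFP cells alone, was called in 20 of 20 runs, in the LM-GFP comparison and in the difference of responses. The simulated genes were drawn independently, with the same spread on all arrays and no dim arrays. The list simulation had no floor and used camera's preset correlation alone. The 20 of 20 runs are therefore not the power of the list tests on these arrays.

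Alternatives were the authors' processed values, limma's neqc, no background subtraction, median scaling, a floor of 100, no detection filter, detection at p under 0.01 on all 8 arrays, only the 4 arrays of a comparison, the replicate number as a block, an ordinary linear model, a trended and robust prior, every probe on its own, other thresholds, and leaving out each array in turn. The fit without the 2 dim LM-GFP arrays and array weights were chosen after seeing the data. The list tests were repeated with the authors' processed values, neqc, the replicate block, array weights and an estimated correlation. They were also repeated without each array and without the 2 dim arrays, and under no other alternative. Sites of miR-18a in 3' UTRs were not analysed here, since no transcript sequences were used, and neither were the quantitative PCR, protein, knockdown and patient data of the paper.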

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

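The tests of a weaker HIF target response, of correlated expression and of a difference between the 2 experiments were chosen only after the results were seen, and so was the fit without the 2 dim LM-GFP arrays. The gene lists below are not among the pathways the paper reports from these arrays, although it discusses some members (MMP3, ANGPTL4, TNFAIP3 and CCN2). Each passed camera's threshold in at least 1 comparison, a signal on the paper's own arrays in groups of genes for which it reports no result from them. With an estimated correlation none of these calls held, and each was also lost when at least 1 array was left out. With the replicate number as a block each of them held. Within the replicate pairs of both lines the mean change of these lists with CoCl2 was above 0. The exception was the YAP and TAZ targets in LM-miR-18a replicate 2 (-0.07). For the unfolded protein response and ATF4 list it was 0.56 and 0.32 in LM-GFP and 0.37 and 0.42 in LM-miR-18a cells. Members are given as values, and passed when adjusted over the list alone only where this is said.

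After CoCl2, all 17 measured genes of the unfolded protein response and ATF4 list had a log2 fold change above 0 in LM-GFP cells (median 0.29, adjusted p = 0.0133, 0.568 with an estimated correlation) and in LM-miR-18a cells (median 0.29, adjusted p = 0.000353, 0.416 with an estimated correlation), among them the chaperone DNAJB9 (1.22 and 0.91, standard error 0.36 each). Over the other alternatives the adjusted p ranged from 3.04e-05 to 0.885 and from 1.77e-06 to 0.135. The first call was lost without LM-GFP untreated replicate 1 (0.701) or CoCl2 replicate 2 (0.885), and the second without LM-miR-18a CoCl2 replicate 2 (0.135).

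Of 19 immediate early genes, 15 were above 0 in LM-GFP cells (median 0.28, adjusted p = 0.00571, 0.568 with an estimated correlation, others 8.06e-06 to 0.709) and 16 in LM-miR-18a cells (median 0.24, adjusted p = 0.000353, 0.41 with an estimated correlation, others 9.26e-06 to 0.223). NR4A2 passed over the list alone in LM-miR-18a cells too (2.17, standard error 0.51). The calls were lost without LM-GFP untreated replicate 1 (0.143) or CoCl2 replicate 2 (0.709), and without LM-miR-18a CoCl2 replicate 2 (0.223). Of 20 NF-κB targets and cytokines, 16 were above 0 in LM-GFP cells (median 0.28, adjusted p = 0.00571, 0.543 with an estimated correlation, others 0.000578 to 0.162) and 17 in LM-miR-18a cells (median 0.20, adjusted p = 0.000353, 0.393 with an estimated correlation, others 5.42e-05 to 0.128), where IL6 (1.40, standard error 0.36) and PTGS2 (1.15, standard error 0.26) passed over the list alone. The calls were lost without LM-GFP untreated replicate 1 (0.104) or CoCl2 replicate 2 (0.162), and without LM-miR-18a untreated replicate 2 (0.102) or CoCl2 replicate 1 (0.128).

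Of 10 genes of metallothioneins and metal transport, 8 were above 0 in each line (medians 0.29 and 0.30, adjusted p = 0.0809 in LM-GFP and 0.00317 in LM-miR-18a cells, 0.553 and 0.38 with an estimated correlation, others 0.0268 to 0.775 and 0.0012 to 0.314). The metallothionein MT1X had log2 fold changes of 0.45 and 0.94 (standard error 0.30 each). The calls were lost without LM-GFP untreated replicate 2 (0.775), CoCl2 replicate 1 (0.513) or CoCl2 replicate 2 (0.236), without the 2 dim arrays (0.134), and without LM-miR-18a untreated replicate 2 (0.102) or CoCl2 replicate 2 (0.314). Of 15 NRF2 targets, 12 were above 0 in LM-GFP cells (median 0.08, adjusted p = 0.0711, 0.568 with an estimated correlation, others 0.0423 to 0.971) and 10 in LM-miR-18a cells (median 0.11, adjusted p = 0.00414, 0.399 with an estimated correlation, others 0.000167 to 0.536). The heme oxygenase HMOX1 had log2 fold changes of 0.52 and 1.79 (standard error 0.58 each). The calls were lost without LM-GFP untreated replicate 2 (0.637) or CoCl2 replicate 1 (0.971), without the 2 dim arrays (0.538), and without LM-miR-18a untreated replicate 2 (0.536).

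Of 13 lung metastasis genes of MDA-MB-231, 10 were above 0 in LM-GFP cells (median 0.07, adjusted p = 0.0361, 0.568 with an estimated correlation, others 0.0105 to 0.971) and 11 in LM-miR-18a cells (median 0.16, adjusted p = 0.000211, 0.399 with an estimated correlation, others 1.24e-06 to 0.148). PTGS2 and the collagen cross-linking enzyme LOX, which is also a HIF target, passed over the list alone in both lines (LOX 1.00 and 1.02, standard error 0.26 each). The calls were lost without LM-GFP untreated replicate 2 (0.637) or CoCl2 replicate 1 (0.971), without the 2 dim arrays (0.837), and without LM-miR-18a untreated replicate 2 (0.148). The YAP and TAZ targets passed in LM-GFP cells (median 0.21, 17 of 22 above 0, adjusted p = 0.089, 0.568 with an estimated correlation, others 0.00397 to 0.971), and the call was lost without LM-GFP untreated replicate 2 (0.857) or CoCl2 replicate 1 (0.971), without LM-miR-18a untreated replicate 1 (0.105) or CoCl2 replicate 2 (0.102), with neqc (0.102) and without the 2 dim arrays (0.151).

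The unfolded protein response and ATF4 list was lower in LM-miR-18a than in LM-GFP cells without CoCl2 (2 of 17 above 0, median -0.27, adjusted p = 0.0423, 0.826 with an estimated correlation, others 4.8e-07 to 0.994) and with CoCl2 (2 of 17, median -0.28, adjusted p = 0.0586, 0.856 with an estimated correlation, others 8.62e-07 to 0.921). The first call turned without LM-GFP untreated replicate 2 (0.994) and was lost without LM-miR-18a untreated replicate 1 (0.113) or CoCl2 replicate 1 (0.112), and the second was lost without LM-GFP CoCl2 replicate 2 (0.921), LM-miR-18a untreated replicate 1 (0.119), untreated replicate 2 (0.108) or CoCl2 replicate 1 (0.24). Between the brighter replicate 2 arrays the mean difference was -0.70 without and -0.59 with CoCl2 (standard error over members 0.12 each). Between the replicate 1 arrays the mean difference was 0.14 (standard error over members 0.10) without and -0.04 with CoCl2, both near 0. The lower values thus lie in replicate 2, outside the dim arrays. The standard errors over members take the members as independent, while their estimated correlation was 0.51, and leave out the spread between arrays. From the fit over all arrays, the mean difference was -0.28 without and -0.32 with CoCl2 (standard error 0.49 each). These values argue against the dim arrays as the source, since the lowering was in the pairs without them and not in theirs. A single such pair for each treatment cannot tell a difference between the lines from one between the experiments. The pattern may come from a difference between the 2 experiments. The call ends at an adjusted p of 0.826 from camera once the correlation between members is estimated. That loss cannot decide on correlated expression, since HGF signaling lost its call at an estimated correlation of -0.01. Correlated expression stays open too. An effect of miR-18a itself stays open as untested.

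More genes passed an unadjusted p under 0.05 and a fold change of 1.5 after CoCl2 in LM-GFP (458) than in LM-miR-18a cells (219). The LM-GFP replicate 2 pair, which holds no dim array, had 1.04 times as many genes at least 1.5-fold apart as the larger LM-miR-18a pair (981 against 947), while the pair of dim arrays had 2303. The 56 measured HIF list members add nothing to the difference in number, with 24 among the higher genes of each line and 0 among the lower genes of either. Their mean response differed by -0.05 (95% interval -0.54 to 0.44), which holds both 0 and the loss of more than 0.5 of the response, and HIF targets outside the lists were not tested. The fit shares 1 estimate of the spread per gene over all groups. Replicates differed more in LM-GFP cells (SD over genes 0.629 and 0.532) than in LM-miR-18a cells (0.344 and 0.376). The counts of 458 and 219 are therefore not on the same footing. The dim arrays may be a source. By the test set for them they stay open, since 1.04 lies just above its bound of equality.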

How the results depend on the processing

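The fit without the 2 dim LM-GFP arrays and the array weights were chosen only after seeing the data, and the other alternatives were planned. The list tests were run with the authors' values, neqc, the block, array weights, an estimated correlation and arrays left out, and under no other alternative. Under each of these except an estimated correlation, the 2 HIF lists kept their upward call after CoCl2 in both lines. With it the adjusted p from camera was 0.129 (glycolysis) and 0.117 (other targets) in LM-GFP cells. In LM-miR-18a cells it was 0.105 for glycolysis, and only the other targets held (0.0638). HGF signaling in LM-GFP cells had 0.321. The difference of the HIF lists between the lines passed under none of the alternatives run for lists. By limma, 0 genes were called in each comparison, and the authors' values, neqc, median scaling, a floor of 100, no detection filter, the 4 arrays of a comparison alone, single probes, the 2 other adjusted thresholds, the fit without the dim arrays and array weights also called 0. At an unadjusted p under 0.05 with the fold change, 269 genes were higher and 189 lower after CoCl2 in LM-GFP cells, 122 and 97 in LM-miR-18a cells, 73 the same way in both, 328 and 259 differed between the lines without and with CoCl2, and 266 in their responses. Without background subtraction limma called 5 genes higher in LM-GFP and 6 in LM-miR-18a cells, 4 of them in both. With detection under 0.01 on all arrays the counts were 4, 1 and 1, and with a trended, robust prior 4, 5 and 3. An ordinary linear model called 1 higher gene in LM-GFP cells, 1 higher and 1 lower in LM-miR-18a cells, 2 and 3 between the lines without and with CoCl2, and 4 for the difference of responses. The cause was not tested.

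The replicate block added 1 gene, NR4A2, to the genes higher in LM-GFP cells, and passed HGF signaling in LM-miR-18a cells (adjusted p = 0.0821) and the NF-κB list, lower in LM-miR-18a than in LM-GFP cells with CoCl2 (0.03), and it changed no other call. The cause was not tested. HIF1A had adjusted p = 0.77 and 1 after CoCl2 in the 2 lines with the block.

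Without 1 array, the lone sample of its group is assumed to vary like the other groups. Genes higher in LM-GFP cells then ranged from 0 to 237 and lower from 0 to 477, with 237 and 477 without LM-GFP untreated replicate 2 and 181 and 27 without LM-GFP CoCl2 replicate 2. Differences between the lines ranged from 0 to 706 without CoCl2, from 0 to 216 with CoCl2 and from 0 to 457 for the responses, the highest without LM-GFP untreated replicate 2 except 216, without LM-GFP CoCl2 replicate 2. Each of these fits leaves a dim array alone in its group. The adjusted p in LM-GFP cells ranged from 0.0235 to 0.528 for HGF signaling, from 0.0268 to 0.971 for adhesion, from 0.0569 to 0.862 for GM-CSF signaling, and from 0.00397 to 0.971 for YAP and TAZ targets, which turned downward without LM-GFP CoCl2 replicate 1 (0.971). The unfolded protein response list between the untreated lines ranged from 6.79e-06 to 0.994 and turned upward without LM-GFP untreated replicate 2 (0.994). Members passing over the list alone ranged from 4 to 6 (glycolysis) and 15 to 20 (other HIF targets) in LM-GFP cells and from 3 to 7 and 4 to 20 in LM-miR-18a cells. Without the 2 dim arrays they were 1 and 0 in LM-GFP cells and 3 (glycolysis) in LM-miR-18a cells, HGF signaling had an adjusted p of 0.124 in LM-GFP cells, and the YAP and TAZ targets turned upward between the untreated lines (0.0984). Between the lines, LM-miR-18a against LM-GFP, the same fit also gained calls for immediate early genes (0.0366 without and 0.000291 with CoCl2, lower), the NF-κB list (0.0366 and 0.0308, lower), HIF glycolysis (0.0984 without CoCl2, higher), adhesion (0.0536 without CoCl2, higher) and cholesterol synthesis (0.0235 with CoCl2, higher). Without 1 array, calls between the lines were gained without CoCl2 for the lung metastasis genes (0.009, lower), NRF2 targets (0.0864, lower) and the NF-κB list (0.0656, lower) without LM-miR-18a untreated replicate 1, and for HIF glycolysis (0.0759, higher), adhesion (0.0584, higher) and immediate early genes (0.0584, lower) without LM-GFP untreated replicate 1. With CoCl2 they were gained for the other HIF targets (0.0911, higher), immediate early genes (0.00029, lower) and cholesterol synthesis (0.00573, higher) without LM-GFP CoCl2 replicate 1, and for the other HIF targets (0.00236, higher) and the NF-κB list (0.0605, lower) without LM-miR-18a CoCl2 replicate 1. The cause was not tested.

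Of 1610 values of lists, 1517 kept their side of the threshold, 147 of them, all uncalled, with the other direction. Of 5814 values of named genes 5681 kept it, 120 of them, all uncalled, with the other direction, and 133 newly passed the threshold. Sites of miR-18a, of 7 or 8 bases, and the slide as a block were not run, since no transcript sequences were used and all 8 arrays lie on 1 BeadChip. Signal over background limits dim genes most on the 2 dim arrays, where 11.47% and 8.94% of values lie at the floor.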

Differences from the paper's values

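In this part the fit without the 2 dim LM-GFP arrays was chosen only after the data were seen. At the thresholds of the methods, a false discovery rate of 0.1 and a fold change of 1.5, the paper gives 219 upregulated and 132 downregulated genes in LM-GFP cells, and limma called 0 and 0 here (632 genes at an unadjusted p under 0.05). In LM-miR-18a cells the paper gives 164 and 122, and limma called 0 and 0 (349 genes). Shared between the lines are about 66 upregulated and about 13 downregulated genes of the paper in Fig. 5A, read by eye, against 0 and 0 here. Of the alternatives set before the data were examined, the threshold of an unadjusted p under 0.05 with the fold change comes within 1.5 times of each of the 6 values, with 269 and 189 genes in LM-GFP cells, 122 and 97 in LM-miR-18a cells, and 54 and 19 in both. For the genes higher in LM-GFP cells, so do the fits without LM-GFP untreated replicate 2 (237) and without LM-GFP CoCl2 replicate 2 (181), which give 477 and 27 lower genes. The other alternatives set then do not for any of the 6: the authors' processed values, neqc, median scaling, a floor of 100, no detection filter, only the 4 arrays of a comparison, every probe on its own, an adjusted p of at most 0.05, no fold threshold and leaving out any of the 6 other arrays call 0 in each, and no background subtraction, the stricter detection filter, the replicate block, an ordinary linear model and a trended, robust prior at most 6. The paper states the false discovery rate and the fold change, and no test. The parts that Fig. 5A prints for the genes lower in LM-GFP cells sum to more than the number in the text.

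The paper has HIF1A signaling enriched in LM-GFP cells and not affected in LM-miR-18a cells. Here the glycolysis and other HIF target lists were higher in LM-GFP cells (medians 0.34 and 0.77) and in LM-miR-18a cells (0.23 and 0.69). Their difference between the lines had an adjusted p of 0.945 from camera for each. For 14 of 19 and 23 of 37 members it was below 0, the direction of the paper. That lean was not particular to HIF targets. It was also below 0 for 18 of 25 proliferation genes and 17 of 22 YAP and TAZ targets, against 4 of 13 lung metastasis genes. The proliferation genes did not rise as a list after CoCl2 (mean 0.02 in LM-GFP and -0.07 in LM-miR-18a cells), so theirs is not a weaker induction. With an estimated correlation the glycolysis list passed in neither line (0.129 and 0.105), and the other targets in LM-miR-18a cells alone (0.117 and 0.0638). The paper has GM-CSF and HGF signaling enriched among upregulated genes of LM-GFP cells. The HGF list passed camera here (adjusted p = 0.0361), and fry gave 0.017. With an estimated correlation it did not pass camera (0.321). Nor did it without LM-GFP untreated replicate 2, CoCl2 replicate 1, CoCl2 replicate 2 or the 2 dim arrays. The GM-CSF list did not pass (0.312), except without LM-GFP untreated replicate 1 (0.0569). In LM-miR-18a cells, where the paper has none of these pathways affected, the HGF list did not pass camera (0.126), except with the replicate block (0.0821). Fry gave an adjusted p of 0.14 there. The paper has integrin, paxillin and ILK signaling enriched among downregulated genes of LM-GFP cells, and in Fig. 5B also mTOR signaling. Here 21 of 38 adhesion genes were above 0 (median 0.04, adjusted p = 0.28 from camera, upward) and 22 of 38 mTOR genes (median 0.03, adjusted p = 0.196, upward). None of the alternatives run for lists called either lower. In Fig. 5B, AMPK and protein kinase A signaling are more enriched among upregulated genes in LM-miR-18a cells. Here their medians there were -0.03 and 0.02 (adjusted p = 0.605 and 0.263 from camera). None of the alternatives run for lists called them in those cells. A list tested against all genes differs from enrichment among called genes, and the lists are stand-ins for Ingenuity's. The paper has fewer responding genes in LM-miR-18a cells, and at the unadjusted threshold the number was also lower there, 219 against 458. In LM-GFP and LM-miR-18a cells 632 and 349 genes had an unadjusted p under 0.05, where chance gives 577. These counts therefore do not measure the number of responding genes. On simulated arrays a mean of 321 unchanged genes passed the threshold with the fold change, more than the 219 here. The simulation had the same spread on all arrays and no dim arrays, so it does not give the number of false ones here. The pair of dim LM-GFP arrays had 2303 genes at least 1.5-fold apart, and the other LM-GFP pair 981. The paper also gives 5 miR-18a target mRNAs as significantly lower in LM-miR-18a cells by quantitative PCR. Here CCN2 and HIF1A were not lower between the untreated lines, and none of the 5 was called.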

Other observations

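The principal components below were not among the planned analyses, and no other test in this part was chosen after the results were seen. With CoCl2 in both lines, KLF10, a TGF-β-induced transcriptional repressor, had a signal of 769 ± 36.5 (SD, n = 2 arrays) in LM-GFP and 324 ± 2.38 (SD, n = 2) in LM-miR-18a cells, a log2 difference of -1.25 (standard error 0.15, adjusted p = 0.51 from limma). AGR2 was higher in LM-miR-18a cells with CoCl2 too (log2 difference 0.95, standard error 0.17) and passed over the list of luminal markers alone. Between the CoCl2-treated lines limma called 0 genes, with 421 at an unadjusted p under 0.05, of which 157 were higher and 102 lower at a fold change of 1.5. An ordinary linear model called 3, the dim genes CADPS, LMO7 and PLD4, and without LM-GFP CoCl2 replicate 2 limma called 216. The 5 miR-18a targets had a median difference of -0.19 there (adjusted p = 0.337 from camera).

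PFKFB3 and BHLHE40, which the paper measures by quantitative PCR at 2% oxygen, had differences of the CoCl2 response between the lines, LM-miR-18a minus LM-GFP, of 0.22 (standard error 0.24) and -0.02 (standard error 0.26) on these arrays, another treatment at another time.

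Lists without a call after CoCl2 were, with adjusted p from camera in LM-GFP and LM-miR-18a cells, heat shock (0.904 and 0.239), interferon-stimulated genes (0.958 and 0.624), proliferation (0.904 and 0.261, and in LM-miR-18a cells 0.0647, downward, without their CoCl2 replicate 1), cholesterol synthesis (0.904 and 0.267, and in LM-miR-18a cells 0.0594, upward, without their untreated replicate 1), the miR-18a targets (0.904 and 0.624), and markers of fibroblasts, of which 3 of 12 were measured (0.196 and 0.263, and in LM-miR-18a cells 0.0248, downward, without their untreated replicate 1), of luminal epithelium, 9 of 12 (0.429 and 0.73), and of leukocytes, 5 of 12 (0.475 and 0.983, and in LM-GFP cells 0.096, upward, without their CoCl2 replicate 2). The sterol synthesis enzyme HMGCS1 had log2 fold changes of 0.37 and 0.23 (standard error 0.26 each).

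On the first principal component of the 11539 genes, with 40.1% of the variance, the LM-GFP arrays of replicate 1 lay at -46.38 (untreated) and -25.43 (CoCl2) and the 6 others between 5.09 and 16.41. The second component held 19.6%.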
